# 21-nt phasiRNAs direct target mRNA cleavage in rice male germ cells

**DOI:** 10.1038/s41467-020-19034-y

**Published:** 2020-10-15

**Authors:** Pengfei Jiang, Bi Lian, Changzhen Liu, Zeyu Fu, Yi Shen, Zhukuan Cheng, Yijun Qi

**Keywords:** Plant sciences, Plant reproduction

## Abstract

In grasses, phased small interfering RNAs (phasiRNAs), 21- or 24-nucleotide (nt) in length, are predominantly expressed in anthers and play a role in regulating male fertility. However, their targets and mode of action on the targets remain unknown. Here we profile phasiRNA expression in premeiotic and meiotic spikelets as well as in purified male meiocytes at early prophase I, tetrads and microspores in rice. We show that 21-nt phasiRNAs are most abundant in meiocytes at early prophase I while 24-nt phasiRNAs are more abundant in tetrads and microspores. By performing highly sensitive degradome sequencing, we find that 21-nt phasiRNAs direct target mRNA cleavage in male germ cells, especially in meiocytes at early prophase I. These targets include 435 protein-coding genes and 71 transposons that show an enrichment for carbohydrate biosynthetic and metabolic pathways. Our study provides strong evidence that 21-nt phasiRNAs act in a target-cleavage mode and may facilitate the progression of meiosis by fine-tuning carbohydrate biosynthesis and metabolism in male germ cells.

## Abstract (web summary)

Phased small interfering RNA (phasiRNAs) are abundantly expressed in the anthers of grasses. Here, the authors profile 21-nt and 24-nt phasiRNA expression at different stages of meiocyte development in rice and provide evidence that 21-nt phasiRNAs direct cleavage of hundreds of target mRNAs.

## Introduction

In plants, small RNAs (sRNAs) including microRNAs (miRNAs) and small interfering RNAs (siRNAs) are produced by Dicer-like (DCL) proteins and are associated with Argonaute (AGO) family proteins. They regulate target genes post-transcriptionally through cleaving mRNAs and repressing translation, or transcriptionally through directing DNA methylation^1–5^.

Grasses contain a class of 21- or 24-nt phased siRNAs (phasiRNAs) abundantly expressed in anthers^6–10^. 21-nt phasiRNAs are most abundant in pre-meiotic anthers, whereas 24-nt phasiRNAs are most abundant in meiotic and post-meiotic anthers in maize and rice^6,10^. 21-nt phasiRNAs accumulate evenly in all anther cell layers, whereas 24-nt phasiRNAs are particularly enriched in tapetum and meiocytes in maize and *Asparagus*^6,11^. The generation of 21- and 24-nt phasiRNAs is usually triggered by miRNA2118 (miR2118)- and miR2775-directed cleavage of long non-coding precursor RNAs, respectively^12–14^. The cleavage products then serve as templates for RNA-dependent RNA polymerase 6 (RDR6) to produce double-stranded RNAs (dsRNAs)^15^, which are processed into 21- and 24-nt phasiRNAs by DCL4 and DCL3b (also known as DCL5), respectively^9^. Many 21-nt phasiRNAs are associated with a germline-specific AGO protein MEL1 (MEIOSIS ARRESTED AT LEPTOTENE1)^12,16^. Knockout of *DCL5* in maize and mutations of *OsRDR6* and knockout of *OsDCL4* or miR2118 in rice all cause male sterility^15,17–20^. Loss of *MEL1* in rice causes arrest of male germ cell development at early meiotic stage^21^. Overaccumulation of 21-nt phasiRNAs derived from the *photoperiod-sensitive genic male sterility 1* (*Pms1*) locus in rice causes photoperiod-sensitive male sterility^22^. These findings suggest that phasiRNAs might play critical roles in regulating germ cell meiosis. However, the targets of these reproductive phasiRNAs and the way they regulate their targets remain largely unknown.

Here, we use genomic approaches to demonstrate that 21-nt phasiRNAs are highly expressed in meiocytes at early prophase I and direct cleavage of hundreds of target genes. We propose that 21-nt phasiRNAs regulate male germ cell development through fine-tuning the expression of a large group of genes that together contribute to the progression of meiosis.

## Results

### Profiling of phasiRNAs in rice spikelets and purified male germ cells

To profile phasiRNAs in male germ cells at different stages, we collected highly pure meiocytes at early prophase I (Fig. 1a, i), tetrads (Fig. 1a, ii), and microspores (Fig. 1a, iii and iv), respectively, from rice (*Oryza sativa* L. *japonica* cv. Nipponbare) by micromanipulation. Pre-meiotic spikelets (Fig. 1a, v), in which anthers are at stage 2 to stage 3 (Fig. 1a, vi)^23^, meiotic spikelets (Fig. 1a, vii), in which germ cells are mostly at the early prophase of meiosis I, and embryos from germinated seeds, were also collected as controls. We performed low-input small RNA sequencing (sRNA-seq) using these samples (three biological replicates for each sample, Supplementary Data 1). sRNA-seq analysis revealed that in early prophase I meiocytes, the majority of the sRNAs were 21 nt in length (Supplementary Fig. 1a) and showed a 5′ nucleotide preference for cytosine (C) (Supplementary Fig. 1b). 

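The sRNA-seq experiment holds 3 libraries for each of 6 Nipponbare samples. For each library the authors deposited the count of reads of every distinct sequence of 18 to 30 nt after adapter trimming, without normalization and before the mapping to the rice genome (MSU v7). The libraries held 20755472 to 31174178 reads in embryos (median 28958607) and 13575220 to 17759987 reads in pre-meiotic spikelets (median 17037662). Meiotic spikelets had 20701595 to 24104405 reads (median 22894764) and early prophase I meiocytes 21410188 to 29800234 (median 21857044). Tetrads had 11596745 to 19605097 reads (median 14563452) and microspores 13926720 to 22804361 (median 19176491). These totals equal the raw reads given by the paper in Supplementary Data 1, except in pre-meiotic spikelets, where the paper lists 17736108, 13579451 and 16875089 reads. The totals of the files were used as the library size, and reads were not mapped again. A read was counted as a phasiRNA when it was identical to a sequence of Supplementary Data 3, of which the first 1996 of the 11810 21-nt phasiRNAs, from 166 loci, and the first 407 of the 1689 24-nt phasiRNAs, from 17 loci, were held. Shares were computed in each library, and 3 libraries were compared with 3 by an exact two-sided permutation test, which cannot give a p-value below 0.1. The reads carry no molecular identifiers, so limits and intervals given for counts cover counting error only.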

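In early prophase I meiocytes, 69.3% ± 1.24 (SD, n = 3) of the sRNA reads were 21 nt in length. The share of 21-nt reads was 28.1% ± 4.83 in tetrads, 33.4% ± 2.46 in microspores and 30.2% ± 0.236 in meiotic spikelets (SD, n = 3 each). It was 16.1% ± 1.04 in pre-meiotic spikelets and 11.3% ± 0.260 in embryos (SD, n = 3 each). Reads of 24 nt made up 18.0% ± 1.28 of the reads in early prophase I meiocytes and 53.9% ± 3.99 in embryos (SD, n = 3 each). Among the 21-nt reads, 77.6% ± 1.05 started with C in early prophase I meiocytes, 57.8% ± 3.02 in tetrads and 68.4% ± 1.66 in microspores (SD, n = 3 each). This share was 30.1% ± 0.178 in meiotic spikelets, 26.2% ± 1.26 in pre-meiotic spikelets and 11.7% ± 1.43 in embryos (SD, n = 3 each). For both measures, each prophase I library lay above each library of the other samples (exact permutation test, two-sided, p = 0.1 in every comparison of 2 samples). When each distinct sequence was counted once, whatever its reads, 45.4% ± 1.81 of the sequences in early prophase I meiocytes were 21 nt in length and 45.9% ± 0.958 of these started with C (SD, n = 3).

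**Figure D1:**
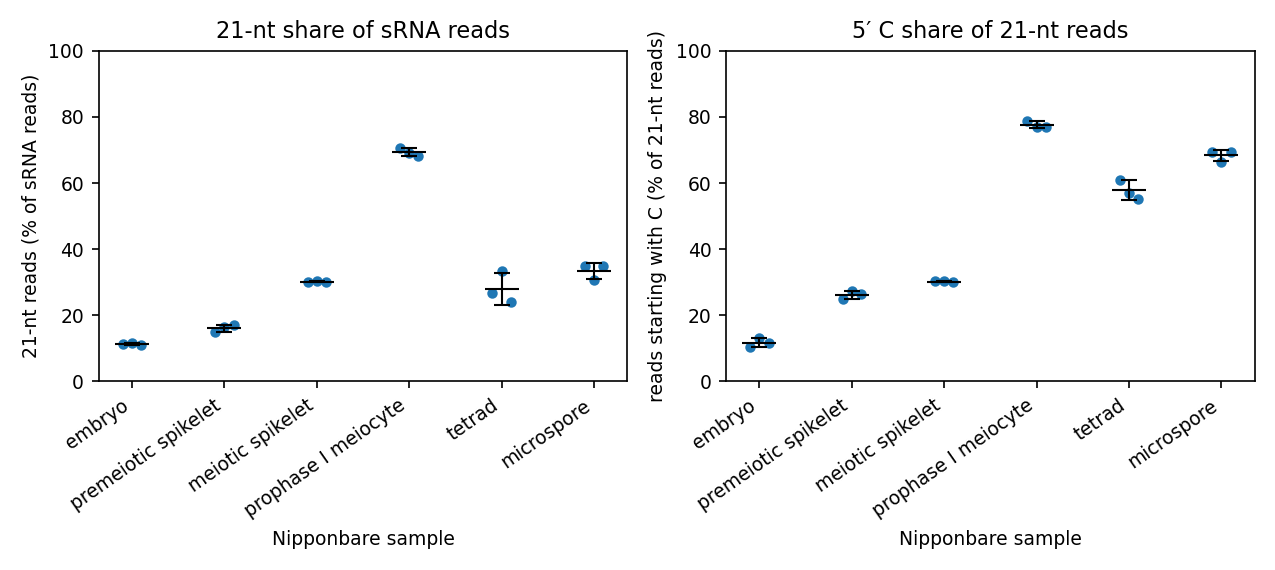
Share of 21-nt reads (left, % of sRNA reads) and share of 21-nt reads that start with C (right, % of 21-nt reads) in 6 Nipponbare samples. Points are the 3 libraries of a sample, horizontal marks their mean and error bars the SD. On the left, the prophase I meiocytes lie between 68.2% and 70.6%.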

We next identified phasiRNAs produced in spikelets and germ cells at different stages of meiosis. A total of 11,810 21-nt phasiRNAs and 1689 24-nt phasiRNAs generated from 2173 and 195 loci, respectively, were identified (Fig. 1b, Supplementary Data 2, 3). 21-nt phasiRNAs generated from the *Pms1* locus (annotated as *21PHAS1702* in this study) were detected (Supplementary Fig. 1c, Supplementary Data 2, 3). Among the phasiRNAs we identified, there were 899 21-nt phasiRNAs and 178 24-nt phasiRNAs derived from 317 and 58 loci, respectively, that have not been previously annotated (Supplementary Data 2, 3). As expected, the vast majority of 21-nt phasiRNA-producing loci (*21PHAS*) were predicted to be targeted by miR2118 (Fig. 1b, Supplementary Data 2). More than half of 24-nt *PHAS* loci (*24PHAS*) were targeted by miR2275 (Fig. 1b, Supplementary Data 2). 

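Reads of the listed 21-nt phasiRNAs made up 0.0310% ± 0.00444 of all sRNA reads in embryos, 0.378% ± 0.114 in pre-meiotic spikelets and 4.39% ± 0.0823 in meiotic spikelets (SD, n = 3 each). The listed 24-nt phasiRNAs made up 0.0142% ± 0.00248 of the reads in embryos and 0.000182% ± 0.000113 in pre-meiotic spikelets (SD, n = 3 each). In meiotic spikelets they reached 1.04% ± 0.0273 (SD, n = 3). These shares are lower limits, since only the first part of the list was counted. At 24PHAS13 (MSU v7, chromosome 11 from 27480889 to 27482081), the abundance of the 14 listed phasiRNAs was 1.70 RPM ± 0.442 in embryos and 0.0196 RPM ± 0.0339 in pre-meiotic spikelets (SD, n = 3 each). Among the loci named here, the highest values were 16.6 RPM ± 14.7 at 24PHAS4 in embryos and 68.9 RPM ± 24.0 at 21PHAS46 in pre-meiotic spikelets (SD, n = 3 each).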

PhasiRNAs were barely detected in embryos and pre-meiotic spikelets (Fig. 1c, Supplementary Fig. 1d, Supplementary Data 3), but accounted for considerable portions of total sRNAs in early prophase I meiocytes, tetrads and microspores (Supplementary Fig. 1d). 21-nt phasiRNAs were much more abundant in early prophase I meiocytes than in tetrads and microspores and accounted for >70% of the total sRNAs in early prophase I meiocytes (Fig. 1d, Supplementary Data 3). 

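The listed 21-nt phasiRNAs made up 14.3% ± 0.520 (SD, n = 3) of the sRNA reads in early prophase I meiocytes, or 20.6% ± 0.410 of the 21-nt reads. With the mapped reads of Supplementary Data 1 as the denominator, the alternative that moved this share most, it was 15.4% ± 0.547 (SD, n = 3). The share was 5.02% ± 1.03 in tetrads and 6.33% ± 0.597 in microspores (SD, n = 3 each). The log2 ratio of prophase I meiocytes was 1.51 over tetrads and 1.17 over microspores, with no overlap between libraries (exact permutation test, two-sided, p = 0.1 for each). Single phasiRNAs were tested in 1 fit of the 3 purified cell types with edgeR's quasi-likelihood test, at an FDR of at most 0.05 and a change of at least 2-fold. Of the 1996 listed 21-nt phasiRNAs, 336 were lower in tetrads than in prophase I meiocytes and 2 were higher, while 64 were lower in microspores. With each library left out in turn, between 147 and 415 were lower in tetrads, and the count fell to 147 without prophase I replicate 1 and to 194 without prophase I replicate 2. With edgeR's TMM factors computed over sRNA sequences outside the lists, 949 were lower in tetrads, with TMM factors over the tested phasiRNAs 56 were lower and 12 higher, and with DESeq2's own size factors 262 were lower and 57 higher. At 21PHAS15 (MSU v7, chromosome 5 from 24962317 to 24962960), the 17 listed phasiRNAs summed to 1877 RPM ± 272 in prophase I meiocytes, 566 RPM ± 194 in tetrads and 762 RPM ± 94.9 in microspores (SD, n = 3 each). The abundance at 21PHAS46 (chromosome 11 from 26322612 to 26323318) was 1019 RPM ± 167, 338 RPM ± 71.5 and 416 RPM ± 47.3 in the same order. At 21PHAS120 (chromosome 6 from 28336555 to 28337114) it was 799 RPM ± 122, 235 RPM ± 41.3 and 266 RPM ± 95.1. 21PHAS166_270(+), with the sequence CUGUCUCCAUAGAACCUGGAG, had 22.8 RPM ± 5.76 in prophase I meiocytes (SD, n = 3) and no read in tetrads. It was at least 110.6-fold lower in tetrads against a floor of 3 reads per library (adjusted p = 0.0340 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that was lost without any 1 of the prophase I and tetrad libraries. 21PHAS32_258(+) had no read in tetrads either, at least 107.7-fold lower (adjusted p = 0.0227, edgeR), and lost its call without prophase I replicate 1 or 2. In microspores, 21PHAS34_146(+) had 6 reads against 2166 in prophase I meiocytes (log2 fold change −8.03, standard error 1.55, adjusted p = 0.0180, edgeR) and 21PHAS94_154(+) had 1 against 1233 (943-fold lower, 95% exact binomial counting interval 169 to 37293, adjusted p = 0.0436, edgeR). Both calls in microspores were lost without any 1 of the microspore libraries, and without microspore replicate 1, which holds its only read, 21PHAS94_154(+) was at least 92.1-fold lower against the floor.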

The abundances of 24-nt phasiRNAs were higher in tetrads and microspores than in early prophase I meiocytes (Fig. 1c, Supplementary Data 3). 

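The share of the listed 24-nt phasiRNAs in sRNA reads was 3.02% ± 0.270 in early prophase I meiocytes, 7.03% ± 0.483 in tetrads and 7.49% ± 0.849 in microspores (SD, n = 3 each). On the log2 scale, prophase I meiocytes differed from tetrads by −1.22 and from microspores by −1.31, and no prophase I library overlapped the others (exact permutation test, two-sided, p = 0.1 for each). Relative to reads of neither 21 nor 24 nt, a denominator chosen after seeing the data, the log2 ratio of tetrads over prophase I meiocytes was −0.32 instead of 1.22, while that of prophase I meiocytes over microspores was −0.14 with overlapping libraries (exact permutation test, two-sided, p = 0.8). In the fit of the 3 cell types, 62 of the 407 listed 24-nt phasiRNAs were higher in tetrads than in prophase I meiocytes and 1 was lower, and 49 were higher in microspores. Without prophase I replicate 1 the count in tetrads was 33, and without prophase I replicate 2 it was 39. The scaling by sequences outside the lists turned the direction, with 5 phasiRNAs higher and 65 lower in tetrads. It also rests on sequences of neither 21 nor 24 nt, so it is no separate check of that denominator. At 24PHAS4 (MSU v7, chromosome 2 from 6010743 to 6011647), the 26 listed phasiRNAs summed to 1472 RPM ± 407 in prophase I meiocytes, 5050 RPM ± 2517 in tetrads and 5326 RPM ± 1851 in microspores (SD, n = 3 each). Sums at 24PHAS7 (chromosome 8 from 808496 to 809352) were 2164 RPM ± 870, 5870 RPM ± 1790 and 5777 RPM ± 1312 in these cells. For 24PHAS16 (chromosome 11 from 23103122 to 23103906) they were 1029 RPM ± 96.2, 2029 RPM ± 318 and 2611 RPM ± 771. 24PHAS13 differed by less than its spread between libraries, with 855 RPM ± 278, 1102 RPM ± 319 and 922 RPM ± 294. The phasiRNA 24PHAS2_171(+), with the sequence GUCGAGCACGUUCUGGCUACUCUA, rose from 22.5 RPM ± 26.8 in prophase I meiocytes to 505 RPM ± 294 in tetrads (SD, n = 3 each). Its log2 fold change was 4.49 (standard error 0.93, adjusted p = 0.00699 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 6.15 without prophase I replicate 3. 24PHAS3_771(-) rose by 4.11 (standard error 1.11, adjusted p = 0.0250, edgeR), or by 6.34 without prophase I replicate 3 and 3.43 without tetrad replicate 3, and this call was lost without prophase I replicate 1 or 2 or tetrad replicate 2 or 3. In microspores, 24PHAS5_367(-) rose by 4.43 (standard error 0.80, adjusted p = 0.0144, edgeR) and 24PHAS2_171(+) by 4.14 (standard error 0.91, adjusted p = 0.0290, edgeR), and both calls were lost without any 1 of the microspore libraries. The rise of 24PHAS2_171(+) in microspores was 5.81 without prophase I replicate 3 and 3.36 without microspore replicate 3. These 3 phasiRNAs were chosen among those higher in all 3 tetrad or microspore libraries than in all 3 prophase I libraries.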

Intriguingly, 21-nt phasiRNAs showed a very strong 5′ nucleotide preference for C in germ cells (Supplementary Fig. 1e).

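Of the 1996 listed 21-nt phasiRNAs, 1053 (52.8%) start with C. Weighted by their reads, 84.0% ± 1.13 of the listed 21-nt phasiRNAs started with C in early prophase I meiocytes, 68.7% ± 2.75 in tetrads and 78.1% ± 0.686 in microspores (SD, n = 3 each). The share in meiotic spikelets, which hold somatic cells besides the germ cells, was 42.3% ± 0.0806 (SD, n = 3). It was 51.8% ± 0.373 in pre-meiotic spikelets and 77.0% ± 8.99 in embryos (SD, n = 3 each), where few reads were of listed phasiRNAs. The embryo libraries lay between 66.6% and 82.4%, so they overlapped with the tetrad libraries and reached above the mean of the microspores. Each germ cell library lay above each meiotic spikelet library, and for prophase I meiocytes the exact permutation test gave p = 0.1 (two-sided). In the same reads of the listed 24-nt phasiRNAs, C was the first base of 27.4% ± 3.06 in prophase I meiocytes, 29.0% ± 2.53 in tetrads and 29.5% ± 1.47 in microspores (SD, n = 3 each).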

**Fig. 1:**
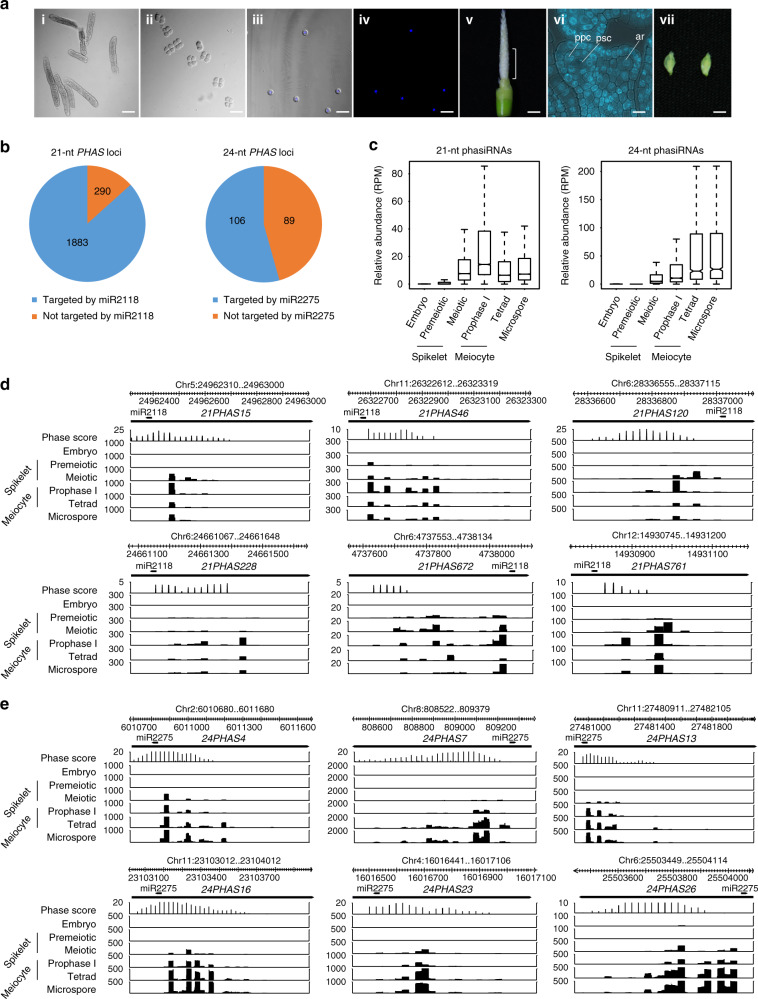
Profiling of phasiRNAs in rice spikelets and purified male germ cells. **a** Spikelets and male germ cells at different stages collected for phasiRNA profiling. i Worm-like clusters of meiocytes at early prophase I. ii Tetrads. iii Microspores, the bright-field and DAPI staining images are merged. iv DAPI-stained microspores. Scale bars in i–iv, 50 μm. v A panicle used for collecting pre-meiotic spikelets, only its lower part was taken. Scale bar, 0.2 cm. vi DAPI-stained cross-section of an anther from a pre-meiotic spikelet. *ppc* primary parietal cell, *psc* primary sporogenous cell, *ar* archesporial cell. Scale bar, 30 μm. vii Meiotic spikelets with meiocytes at early prophase I. Scale bar, 1 mm. **b** Pie chart showing the numbers of 21- and 24-nt *PHAS* loci targeted by miR2118 and miR2775, respectively. **c** Boxplot showing the relative abundances of 21- and 24-nt phasiRNAs in embryos, spikelets, meiocytes, and microspores. The central line of the box represents the median while two bounds represent 25% quartile and 75% quartile, respectively. The whisker represents 1.5× interquartile range of the lower or upper quartile. **d**, **e** Genome browser views of phasiRNA signals at the indicated 21- **d** and 24-nt **e** *PHAS* loci in embryos, spikelets, meiocytes, and microspores. Phase score was calculated within a nine-cycle window. The *y* axis represents sRNA abundance (RPM, Reads Per Million).

### PhasiRNA accumulation in early prophase I meiocytes is largely dependent on OsRDR6 and MEL1

In a screen for rice mutants that are sterile, we obtained the *osrdr6-2* mutant (also called *osrdr6-mei*) that carries a point mutation in a conserved amino acid in the RDRP domain of RDR6^18,24^ (Supplementary Fig. 2a–c) and the *mel1-4* mutant that carries a deletion mutation in the first exon of *MEL1*, which introduces a premature stop codon (Supplementary Fig. 2d, e). 

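For the mutants, sRNA-seq of early prophase I meiocytes comprises 3 libraries each of osrdr6-2, of its wild type 3037, of mel1-4 and of its wild type HHZ. OsRDR6 is the RNA-dependent RNA polymerase that makes phasiRNA precursors double-stranded, and MEL1 is an Argonaute protein of the germ cells. As for the stages, the authors deposited the count of each distinct sequence, and the file totals equal the raw reads that the paper lists. Totals ranged from 7066816 to 11889243 reads in osrdr6-2 (median 7756456) and from 7233076 to 8031694 in 3037 (median 7646521). In mel1-4 they ranged from 10086686 to 14230192 (median 14075820) and in HHZ from 5341843 to 5798712 (median 5745592). The counts of the listed phasiRNA sequences were fitted with edgeR, with the total reads of each library as its size and no further scaling factor. PhasiRNAs with at least 10 reads over the 6 compared libraries were tested, and those with an FDR of at most 0.05 and at least 2-fold fewer reads in the mutant were counted as dependent. The paper's methods name edgeR and the same limits for the FDR and the fold, but not the scaling of libraries or the form of the test. Both wild types are of other cultivars than Nipponbare, from which the listed sequences come, so reads that differ from the list by a base were not counted.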

We applied low-input sRNA sequencing to early prophase I meiocytes collected from *osrdr6-2* and *mel1-4* and their respective wild-type rice plants Zhongxian 3037 (3037) and Huanghuazhan (HHZ). Because *osrdr6-2* is a point mutant, we first determined how much residual RDR6 activity is left in *osrdr6-2* using the sRNA sequencing data. To this end, we examined the abundances of *trans*-acting siRNAs (tasiRNAs) produced from *TAS3* loci in *osrdr6-2*. TasiRNAs are produced in somatic cells as well as reproductive cells from *TAS3* loci and known to be OsRDR6-dependent^25–28^. There are four *TAS3* loci in rice^29^. The abundance of tasiRNAs derived from *TAS3a1* remained unaltered in *osrdr6-2*. TasiRNAs derived from *TAS3a2* were hardly detected in wild-type 3037 and *osrdr6-2*, whereas those derived from *TAS3b1* and *TAS3b2* were reduced in abundance but not eliminated in *osrdr6-2* (Supplementary Fig. 2f). These data suggest that there is a substantial amount of residual RDR6 activity in *osrdr6-2* and *osrdr6-2* is a weak allele. Next, differentially expressed phasiRNAs were identified between 3037 and *osrdr6-2* and between HHZ and *mel1-4* with a cutoff of greater than or equal to twofold change. We found that 73.4% and 24.4% of 21-nt phasiRNAs were OsRDR6-dependent and MEL1-dependent, respectively, with 22.2% being dependent on both OsRDR6 and MEL1, whereas 57.8% and 42.6% of 24-nt phasiRNAs were OsRDR6-dependent and MEL1-dependent, respectively, with 27.0% being dependent on both OsRDR6 and MEL1 (Fig. 2a, Supplementary Data 4). 

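In osrdr6-2, 1680 of the 1996 listed 21-nt phasiRNAs could be tested, and 817 (40.9% of those listed) were lower by edgeR's quasi-likelihood test while 3 were higher. For mel1-4 the test covered 1592 phasiRNAs, of which 509 (25.5% of those listed) were lower and 284 were higher, and 379 (19.0%) were lower in both mutants. Of the 407 listed 24-nt phasiRNAs, 76 (18.7%) were lower and 2 higher in osrdr6-2, out of 329 tested. Another 79 (19.4%) were lower and 5 higher in mel1-4, out of 315 tested, and 24 (5.90%) were lower in both. With DESeq2 and its own size factors, the scaling that moved the counts in osrdr6-2 most, 273 21-nt phasiRNAs were lower and 279 higher there, and 9 were lower and 105 higher among the 24-nt phasiRNAs. The same setting gave 405 lower and 447 higher among the 21-nt phasiRNAs in mel1-4, and edgeR's TMM factors over the tested phasiRNAs gave 29 lower and 21 higher among the 24-nt phasiRNAs. In osrdr6-2, TMM factors over sRNA sequences outside the lists moved the counts the other way. They gave 1093 21-nt and 130 24-nt phasiRNAs lower and 0 higher of either length. osrdr6-2 replicate 3 decides part of the 24-nt result, since 140 were lower without it. Counts of phasiRNAs were simulated with the spread of these libraries, of which 200 were changed by log2 folds of 2 or 3 up or down. The recovery was 21% in osrdr6-2 and 71% in mel1-4. More phasiRNAs were called in the real data, mostly lower in osrdr6-2, so these values do not measure the recovery there. A phasiRNA that is not called still cannot be taken as unchanged. 21PHAS72_425(-), with the sequence CAGGAAAGAGCCCUUCCGGAU, had 15.8 RPM ± 3.67 in 3037 (SD, n = 3) and no read in osrdr6-2, at least 44.6-fold lower against a floor of 3 reads per library (adjusted p = 0.00338, edgeR with Benjamini-Hochberg adjustment). From the same locus, 21PHAS72_278(-) was at least 22.9-fold lower (adjusted p = 0.00476, edgeR). 21PHAS37_466(-) went the other way, with a log2 fold change of 3.96 in osrdr6-2 (standard error 1.18, adjusted p = 0.0307, edgeR), which lost its call without any 1 of the 3 libraries of 3037 and was 3.11 without osrdr6-2 replicate 3. 24PHAS3_581(+) rose by 3.44 (standard error 1.12, adjusted p = 0.0424, edgeR), and its change was 1.68 without osrdr6-2 replicate 3, where the call was lost. In mel1-4, 21PHAS144_318(-) had no read against 5.96 RPM ± 1.67 in HHZ (SD, n = 3), at least 24.8-fold lower (adjusted p = 0.00101, edgeR). 21PHAS27_354(+), with the sequence GACCCACUUGGACGACUCGUU, rose from 15.4 RPM ± 5.15 in HHZ to 348 RPM ± 35.1 in mel1-4 (SD, n = 3 each), a log2 fold change of 4.50 (standard error 0.26, adjusted p = 5.7e-06, edgeR). 21PHAS59_616(+) rose by 4.64 (standard error 0.83, adjusted p = 0.00208, edgeR), and without HHZ replicate 3, where HHZ has 3 reads, the counts give a rise of 69.3-fold (95% exact binomial counting interval 23.6 to 337). 21PHAS137_308(+) had 1 read in mel1-4 against 229 in HHZ (521-fold lower, 95% exact binomial counting interval 92.5 to 20654, adjusted p = 0.000264, edgeR), and it was at least 52.9-fold lower against the floor without mel1-4 replicate 1, which holds that read. The phasiRNAs named for each mutant were chosen among those that changed the same way in all 3 mutant libraries against all 3 libraries of its wild type.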

Overall, the abundances of 21-nt phasiRNAs were greatly reduced in *osrdr6-2* and *mel1-4* as compared with their respective wild-type rice plants (Fig. 2b, c, Supplementary Data 4). 

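The listed 21-nt phasiRNAs fell from 10.9% ± 0.0511 of the sRNA reads in 3037 to 1.91% ± 0.386 in osrdr6-2 (SD, n = 3 each), a log2 ratio of −2.51. In mel1-4 they made up 6.37% ± 0.0796 of the reads, against 9.61% ± 0.0866 in HHZ (SD, n = 3 each), a log2 ratio of −0.59. Mutant and wild-type libraries did not overlap in either comparison (exact permutation test, two-sided, p = 0.1 for each). The median log2 fold change of the tested 21-nt phasiRNAs was −2.56 in osrdr6-2, or −2.51 with phasiRNAs without reads at their floor of 3 reads, and −0.62 in mel1-4 either way. All 21-nt reads, listed or not, fell from 70.5% ± 0.252 in 3037 to 17.5% ± 1.86 in osrdr6-2 and from 60.2% ± 0.419 in HHZ to 49.6% ± 0.258 in mel1-4 (SD, n = 3 each). At 21PHAS15 the listed phasiRNAs had 345 RPM ± 15.2 in 3037 and 135 RPM ± 95.3 in osrdr6-2, and 249 RPM ± 18.2 in HHZ and 281 RPM ± 16.7 in mel1-4 (SD, n = 3 each). Its log2 ratio in osrdr6-2 was −1.36, and −2.05 without osrdr6-2 replicate 3. The log2 ratio at 21PHAS46 was −1.80 in osrdr6-2 and −0.19 in mel1-4, where the libraries overlapped with those of HHZ. 21PHAS120 changed by −0.98 in osrdr6-2 and by 0.85 in mel1-4, each without overlap between mutant and wild-type libraries.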

The abundances of 24-nt phasiRNAs were also reduced in the mutants, albeit to a lesser extent (Fig. 2b, d, Supplementary Data 4). 

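The listed 24-nt phasiRNAs made up 0.545% ± 0.00263 of the sRNA reads in 3037 and 0.448% ± 0.209 in osrdr6-2 (SD, n = 3 each), a log2 ratio of −0.28 that is smaller than the spread of the mutant libraries (exact permutation test, two-sided, p = 0.4). This ratio was −0.73 without osrdr6-2 replicate 3. In HHZ the share was 3.18% ± 0.0843 and in mel1-4 2.11% ± 0.0366 (SD, n = 3 each), a log2 ratio of −0.59 without overlap between libraries (exact permutation test, two-sided, p = 0.1). Among tested 24-nt phasiRNAs the median log2 fold change was −0.83 in osrdr6-2, or −0.80 with phasiRNAs without reads at their floor, and −0.89 in mel1-4. 24PHAS4 had 312 RPM ± 8.68 in 3037 and 229 RPM ± 156 in osrdr6-2 (SD, n = 3 each), with overlapping libraries. Its abundance in mel1-4, 1737 RPM ± 70.8, differed from the 1665 RPM ± 82.3 in HHZ by less than the spread between replicates. The log2 ratios at 24PHAS7 were −0.91 in osrdr6-2 and −0.51 in mel1-4, at 24PHAS13 −2.05 and −1.29, and at 24PHAS16 −1.11 and −1.25, all without overlap between mutant and wild-type libraries. Without osrdr6-2 replicate 3, the log2 ratio in osrdr6-2 was −3.03 at 24PHAS13, −2.05 at 24PHAS16, −1.39 at 24PHAS7 and −1.17 at 24PHAS4, where it was −0.45 with all libraries.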

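Loci with at least 5 tested phasiRNAs were described by the share of these phasiRNAs that were at least 2-fold lower in the mutant, without a test. In osrdr6-2, 46 of 156 21PHAS loci (29.5%) had at least 90% of their phasiRNAs lower, 9 had at most 10% lower, and the median locus had 80.0% lower. With a change of 1.5-fold in place of 2-fold, 70 loci had at least 90% lower. The count lay between 34 and 61 with each library left out in turn. Of the 17 24PHAS loci, the median had 44.4% of its phasiRNAs lower, and 15 lay between 10% and 90%. Without osrdr6-2 replicate 3 the median 24PHAS locus had 71.4% lower, 2 loci had at least 90% lower and 13 lay between. Without any other library this median lay between 41.7% and 50.0%. At 21PHAS46, 10 of the 13 tested phasiRNAs were at least 2-fold lower in osrdr6-2, at 21PHAS120 7 of 11 and at 21PHAS15 5 of 10, where the other 5 were at least 2-fold higher. For the 24-nt loci these were 24 of 35 phasiRNAs at 24PHAS7, 15 of 22 at 24PHAS4, 10 of 13 at 24PHAS13 and 8 of 18 at 24PHAS16.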

Notably, in *osrdr6-2*, it is often the case that phasiRNAs within an entire *PHAS* locus had reduced expression (Fig. 2c, d, Supplementary Data 4). However, in *mel1-4*, only some phasiRNAs within a *PHAS* locus had reduced expression while others remained unaltered (Fig. 2c, d, Supplementary Data 4). 

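In mel1-4, all 148 21PHAS loci with at least 5 tested phasiRNAs had between 10% and 90% of them at least 2-fold lower, with a median of 42.9% per locus. The 17 24PHAS loci lay in the same range, with a median of 45.5%. The share of lower phasiRNAs differed with the first base. Of the tested 21-nt phasiRNAs that start with C, 485 of 869 were lower and 19 higher by the edgeR test, with a median log2 fold change of −2.01. Of the others, 24 of 723 were lower and 265 higher, with a median of 0.77. Under TMM factors over the tested phasiRNAs, 367 21-nt phasiRNAs of both kinds were lower and 441 higher in mel1-4. The difference between the medians of the 2 kinds was −2.78, and it stayed between −2.96 and −2.32 over 7 other settings. Settings that only rescale the libraries move both kinds alike, so they could hardly change such a difference. The 2 ends of this range came from other filters of low counts. In osrdr6-2 the first base went with the change in the same direction but less, with medians of −3.25 for C and −1.72 for the others, a difference of −1.53 that stayed between −1.55 and −1.24 over the same settings. At 21PHAS120, 4 of the 11 tested phasiRNAs were at least 2-fold lower in mel1-4 and 3 at least 2-fold higher, and at 21PHAS46 9 of 13 were lower and 2 higher. Among the 24-nt loci, 12 of 22 phasiRNAs were lower at 24PHAS16 and 10 of 21 at 24PHAS4. The paper sets these reductions beside earlier work, in which OsRDR6 was required for phasiRNA production in general and MEL1 bound and stabilized some phasiRNAs.

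**Figure D2:**
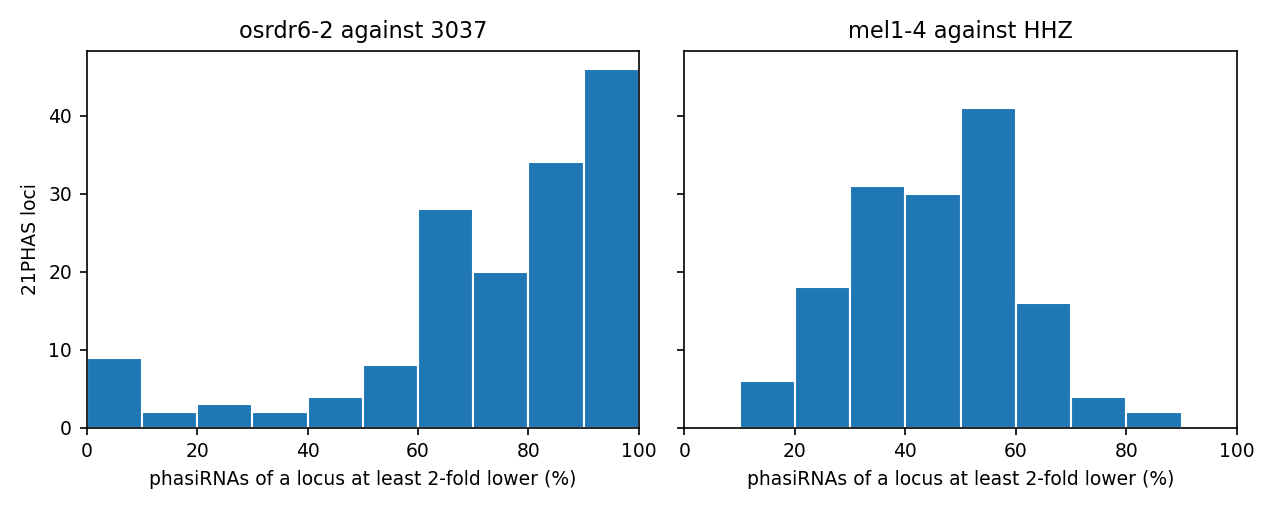
Number of 21PHAS loci by the share of their tested phasiRNAs that were at least 2-fold lower in osrdr6-2 than in 3037 (left, 156 loci) or in mel1-4 than in HHZ (right, 148 loci). Each bar covers 10 percentage points. The bar of loci with at least 90% lower holds 46 loci in osrdr6-2.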

Our results are consistent with the facts that OsRDR6 is required for general phasiRNA production^15^, whereas MEL1 associates with and stabilizes some phasiRNAs^16^.

**Fig. 2:**
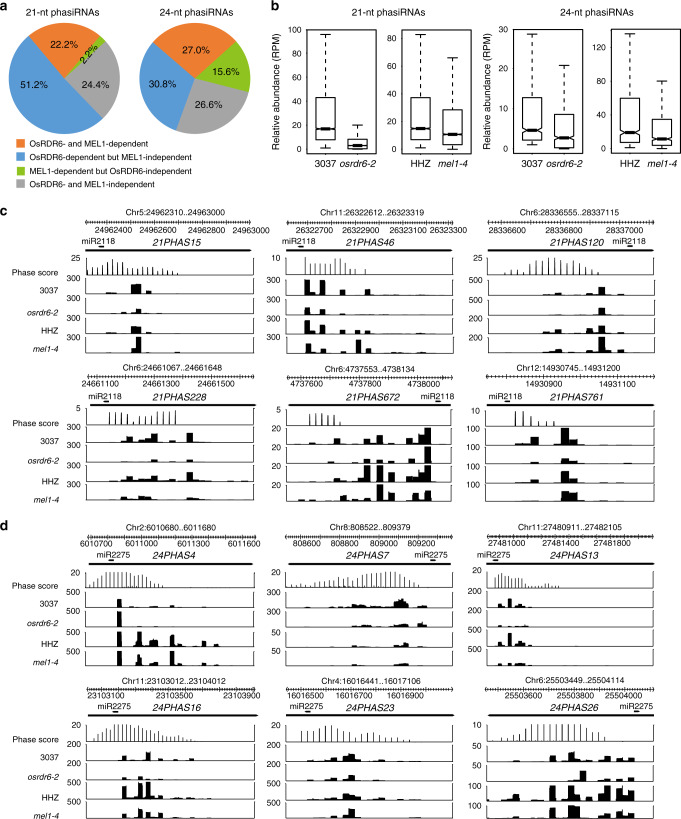
PhasiRNA accumulation in early prophase I meiocytes is largely dependent on OsRDR6 and MEL1. **a** Pie charts showing the percentages of phasiRNAs whose accumulation is dependent or independent on OsRDR6 or MEL1. **b** Boxplots showing the relative abundances of 21- and 24-nt phasiRNAs in prophase I meiocytes of the *osrdr6-2* and *mel1-4* mutants and their respective wild-type plants. The central line of the box represents the median while two bounds represent 25% quartile and 75% quartile, respectively. The whisker represents 1.5× interquartile range of the lower or upper quartile. **c**, **d** Genome browser views of phasiRNA signals at the indicated 21- **c** and 24-nt **d** *PHAS* loci in early prophase I meiocytes of the *osrdr6-2* and *mel1-4* mutants and their respective wild-type plants.

### 21-nt phasiRNAs direct target mRNA cleavage

It is largely unknown what the targets and mode of action of reproductive phasiRNAs are. Most 21-nt phasiRNAs initiate with a 5′ C in germ cells (Supplementary Fig. 1e). This predicts that they are very likely loaded into AGO5 subclade proteins, which are known to preferentially bind sRNA with a 5′ C^30^. As a matter of fact, many 21-nt phasiRNAs have been shown to be associated with MEL1 (OsAGO5c)^16^. In addition to MEL1, there are four AGO5s, namely OsAGO11/OsAGO5a, OsAGO14/OsAGO5b, OSAGO13/OsAGO5d and OsAGO12/OsAGO5e (Supplementary Fig. 3a). Each of these OsAGO5s, except OsAGO5d, contains a conserved Asp-Asp-His (DDH) motif (Supplementary Fig. 3b), the catalytic triad required for cleavage activity^31^, in their PIWI domain, raising the possibility that 21-nt phasiRNAs direct cleavage of target mRNAs like miRNAs.

The Parallel Analysis of RNA Ends (PARE)/degradome sequencing method captures miRNA-induced cleavage products with a 5′ monophosphate and a poly (A) tail and is widely used for global identification of miRNA targets in plants^32,33^. Previous attempts to identify phasiRNA-directed cleavage events using PARE/degradome sequencing with bulk rice spikelets were unsuccessful^9,10^. We optimized the PARE/degradome sequencing protocol to allow use of low-input RNA (Supplementary Fig. 4). To compare the specificity and sensitivity of the low-input protocol with that of the regular PARE protocol^32^, we applied the low-input protocol (with 5 ng and 50 ng of total RNA) and the PARE protocol (with 150 μg of total RNA) to 4-week-old rice seedlings and identified miRNA targets based on the specificity of AGO-mediated cleavage for a site between the 10th and 11th nucleotides from the 5′-end of the sRNA^34^ (Supplementary Fig. 5a, b). In all, 131, 128, and 159 miRNA targets were identified by the low-input protocol with 5 ng and 50 ng of total RNA and the regular PARE protocol with 150 μg of total RNA, respectively. Among these, 127, 125, and 158 are previously validated miRNA targets in rice seedlings^35–37^. The miRNA targets identified by our low-input protocol and the regular PARE protocol overlapped to a great extent (Supplementary Fig. 5b). In all, 17 and 19 miRNA targets were identified by our low-input protocol with 5 ng and 50 ng of total RNA, but not identified by the regular PARE protocol. In all, 14 and 18 among the 17 and 19 miRNA targets are previously validated miRNA targets. These data suggest that our low-input protocol has a specificity and sensitivity comparable to those of the regular PARE method.

We then applied the low-input protocol to early prophase I meiocytes, tetrads, and microspores to detect miRNA- and phasiRNA-directed cleavage signals in these cells. 

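Degradome sequencing reads the 5′ ends of cleaved transcripts as short tags. For Nipponbare, 3 libraries each of early prophase I meiocytes, tetrads and microspores were used, and prophase I replicates 2 and 3 have 2 sequencing runs each, which were summed. The authors deposited the count of each distinct tag of 15 to 22 nt, without normalization. The totals were 25562011, 63910672 and 64597283 tags in prophase I replicates 1, 2 and 3. They were 7008122, 3699517 and 9054431 in tetrads and 6895082, 25750909 and 19145668 in microspores. The mapped reads that the paper lists in Supplementary Data 1 equal the total of prophase I replicate 1 and lie between 26416230 and 62376364 in the other libraries, and the totals of the files were used. The 10 most abundant tags took 92.1% to 94.0% of each tetrad and microspore library and 48.7%, 88.8% and 75.5% of prophase I replicates 1, 2 and 3. Tags were grouped by their first 15 nt. No transcript sequences were used, and a cleavage site was located as the only 5′ end whose tags in the 6 wild-type libraries of the mutant experiment equal the 6 counts printed for it in Supplementary Data 6. This gave 76 of 161 phasiRNA and target pairs (47.2%), with 71 distinct tags, against a mean of 1.75 pairs after the printed counts were shuffled. The mutant libraries, which had no part in the search, held the printed counts for 74 of the 76. Located pairs are the more abundant ones, with a median of 154 printed wild-type tags against 10 for the other pairs.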

Data analysis revealed that 74.8% of miR2118-targeted *PHAS* loci and 95.3% of miR2275-targeted *PHAS* loci were detected to have miR2118- and miR2275-directed cleavage signals, respectively, indicating a high quality of our degradome sequencing. We conducted a computational prediction of phasiRNA targets using criteria for miRNA target prediction and searched for cleavage products of the predicted targets in the degradome sequencing libraries. We identified 435 protein-coding genes and 71 transposable elements (TEs) as targets of 465 21-nt phasiRNAs derived from 413 loci in early prophase I meiocytes, tetrads and microspores (Fig. 3a, Supplementary Figs. 6–8, Supplementary Data 5). In total, 88.8%, 9.5%, and 1.7% of these *21PHAS* loci produced phasiRNAs targeting one, two and three or more genes, respectively (Supplementary Fig. 9, Supplementary Data 5). 

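The cleavage site of 21PHAS1702_287(-) in LOC_Os03g31410.1 was located at tags that start with AAGGATAGTGAGTGC. In Nipponbare these tags were counted 6 times over the 3 prophase I libraries and not at all in tetrads and microspores, which a true mean of up to 3 tags over the 6 libraries allows. The paper prints 6 tags in prophase I meiocytes and 3 in microspores for this pair.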

An unknown protein-coding gene *LOC_Os03g31410* was identified as the target of a phasiRNA (*21PHAS1702_287−*) derived from *Pms1* (Supplementary Fig. 6, Supplementary Data 5). 

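All 71 located sites had at least 4 tags over the 3 prophase I libraries of Nipponbare, the minimum that the paper uses, and 65 did without prophase I replicate 3. Of these, 38 (53.5%, 95% Wilson confidence interval 42.0% to 64.6%) had tags in prophase I meiocytes and none in tetrads and microspores. By the counts that the paper prints for these sites in Supplementary Data 5, 19 of the 71 (26.8%) had none in tetrads and microspores. The printed counts add up to 1432 tetrad and microspore tags over the 76 pairs, against 215 counted here, and the tetrad totals here are 7.41% to 17.6% of the mapped reads that the paper lists. The share counted here was 60.2% on average over 100 draws that thinned every library to the smallest total of 3699517 tags. With each library left out in turn it lay between 49.2% and 60.6%. Libraries are left out as labelled, but the printed prophase I replicate 2 equals run 2 of replicate 2 plus run 1 of replicate 3 for 37 of the 76 pairs, so runs may belong to other replicates than their labels say. Sets of other 5′ ends with equal prophase I tags had a median of 38.0% without tags in tetrads and microspores, and 0 of 200 sets reached the share of the sites. Without the first sequencing runs of prophase I replicates 2 and 3, a choice made after seeing the data, it was 29 of 61 sites (47.5%). The located sites are fewer than those of Supplementary Data 5, which adds sites found in Nipponbare only. At the sites drawn in Fig. 3a, 21PHAS1826_79(-) in LOC_Os02g47410.1 had 848 tags in prophase I meiocytes and 2 in the 6 tetrad and microspore libraries. 21PHAS16_214(-) in LOC_Os02g02870.1 had 762 and 15 tags, 21PHAS1372_206(-) in LOC_Os01g08560.1 had 471 and 4, and 21PHAS15_934(-) in LOC_Os01g07760.1 had 155 and 0.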

The majority of 21-nt phasiRNA-guided cleavage products were detected only in early prophase I meiocytes (Fig. 3b, Supplementary Fig. 6, Supplementary Data 5). Using the same pipeline, we failed to identify any targets of 24-nt phasiRNAs, suggesting that directing target mRNA cleavage is unlikely a mode of action common to both 21-nt and 24-nt phasiRNAs.

**Fig. 3:**
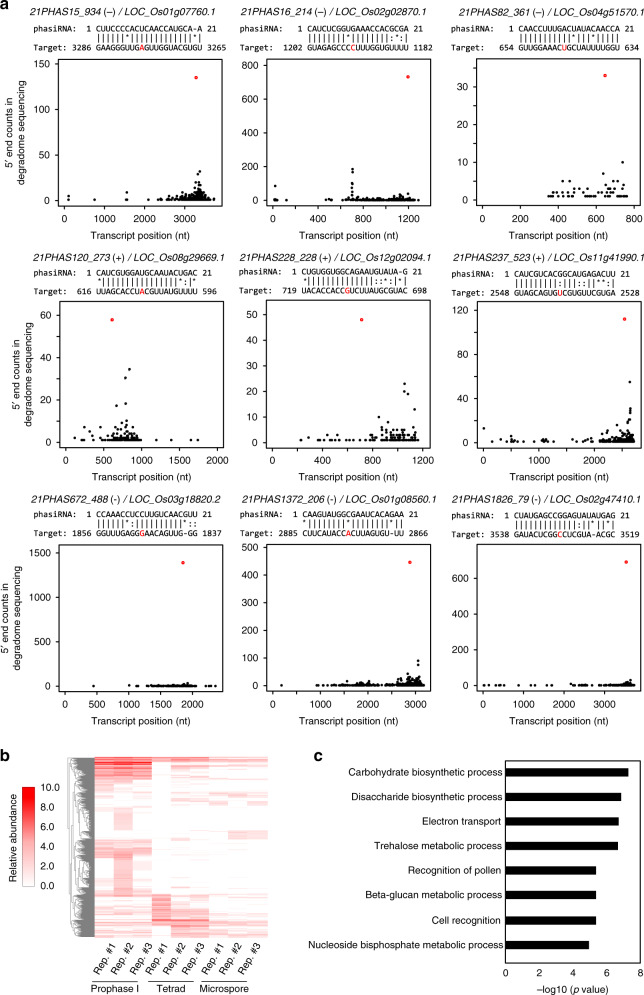
21-nt phasiRNAs direct target mRNA cleavage. **a** Plots showing the distribution of the degradome tags along representative 21-nt phasiRNA targets. The *x* axis represents the nucleotide position of each target mRNA (5′–3′). The *y* axis represents the relative frequency of degradome tags. The red dot represents degradome tag at +1 position of 21-nt phasiRNA-guided cleavage site. **b** Heatmap showing the abundances of degradome tags at +1 positions of 21-nt phasiRNA-guided cleavage sites in early prophase I meiocytes, tetrads and microspores. Colors represent RP10M (Reads Per 10 Million) values that are log2-transformed after adding a pseudocount of 1. **c** Gene ontology enrichment analysis of the validated 21-nt phasiRNA targets in early prophase I meiocytes. GO biological process terms significantly enriched in the target genes are shown. The *P* values were calculated by using Fisher’s exact test.

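The degradome libraries of early prophase I meiocytes comprise 3 replicates each of osrdr6-2, 3037, mel1-4 and HHZ, with 1 sequencing run per library. The deposited tag counts are not normalized, and their totals equal the mapped reads that the paper lists. They ranged from 21311625 to 27520075 tags in osrdr6-2 (median 24256030) and from 27055066 to 34244389 in 3037 (median 29633747). In mel1-4 they ranged from 21026612 to 26989731 (median 22929411) and in HHZ from 19333121 to 24867416 (median 20683259). Tags at the located sites were summed per library and given as RP10M, the tags per 10000000 tags of the library. Sites with at least 10 tags over the 6 compared libraries were also tested one by one with edgeR's quasi-likelihood test, with the total tags as library size, at an FDR of at most 0.05.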

To further confirm our degradome sequencing results and determine the dependence of 21-nt phasiRNA-directed cleavage on OsRDR6 and MEL1, we performed degradome sequencing of early prophase I meiocytes of *osrdr6-2* and *mel1-4* mutants and their corresponding wild-type lines 3037 and HHZ. 

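Of the 71 located sites, 70 had tags in 3037 and 69 of these at least 4 tags over its 3 libraries. In HHZ all 71 had tags and 70 had at least 4. These numbers follow from the way the sites were located, by their printed counts in 3037 and HHZ, and are no separate evidence of cleavage. For all 161 pairs of Supplementary Data 6, the counts printed by the paper give 143 targets with tags in 3037 and 139 in HHZ. The site in LOC_Os03g31410.1 had 6 tags over the libraries of 3037 and 14 over those of HHZ.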

21-nt phasiRNA-directed cleavage products from 131 (121 protein-coding genes and 10 TEs) and 133 targets (121 protein-coding genes and 12 TEs) were detected in 3037 and HHZ, respectively (Supplementary Data 6). The abundances of degradome tags at phasiRNA-guided cleavage sites of most targets were markedly reduced in *osrdr6-2* and *mel1-4* (Supplementary Fig. 10a, b, Supplementary Data 6), suggesting that most cleavage events are dependent on OsRDR6 and MEL1.

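The located sites had 671 RP10M ± 31.8 in osrdr6-2 and 1663 RP10M ± 53.7 in 3037 (SD, n = 3 each), a log2 ratio of −1.31. In mel1-4 they had 967 RP10M ± 159, against 1666 RP10M ± 220 in HHZ (SD, n = 3 each), a log2 ratio of −0.78. The libraries did not overlap in either comparison (exact permutation test, two-sided, p = 0.1 for each). Without the site with the most tags, an alternative chosen after seeing the data, the log2 ratio in mel1-4 was −1.30. Fewer tags than in the wild type, as RP10M, were found at 62 of 71 sites in osrdr6-2, 12 of them at 0, and at 59 of 71 in mel1-4, 17 of them at 0. A decrease of at least 2-fold was found at 54 of the 70 sites with tags in 3037 (77.1%) and at 50 of 71 in mel1-4 (70.4%). The median log2 ratio of the sites was −1.75 in osrdr6-2 and −1.93 in mel1-4, with sites at 0 set to a floor of 3 tags per library. Of 200 sets of other 5′ ends with equal wild-type tags, 16 fell as far as the sites in their sum in osrdr6-2 and 81 in mel1-4, and 0 in their median per end in either mutant, with the same floor. The lowest median of a set was −1.55 in osrdr6-2 and −1.46 in mel1-4. The middle of the set medians was −1.03 and −0.90, so other 5′ ends chosen by their wild-type tags fell as well. Of these ends, 59.6% were at least 2-fold lower in osrdr6-2 and 55.0% in mel1-4. By edgeR, 36 sites were lower and 1 higher in osrdr6-2, and 31 were lower in mel1-4, each of 69 tested. With TMM factors over the sites, 14 were lower and 7 higher in osrdr6-2. 21PHAS456_165(+) in LOC_Os03g46190.1 had 20.6 RP10M ± 2.37 in 3037 (SD, n = 3) and no tag in osrdr6-2, at least 16.6-fold lower against the floor (adjusted p = 0.000360, edgeR with Benjamini-Hochberg adjustment). 21PHAS869_184(-) in LOC_Os01g48330.1 was at least 18.1-fold lower in osrdr6-2 (adjusted p = 0.000360, edgeR), and in mel1-4 21PHAS1501_102(+) in LOC_Os05g37970.1 and 21PHAS1963_291(+) in LOC_Os06g36490.1 were at least 13.6-fold and 12.2-fold lower (adjusted p = 0.00171 for each, edgeR). The tags of 21PHAS1826_79(-) in LOC_Os02g47410.1 changed by a log2 fold of −2.91 in osrdr6-2 (standard error 0.41, adjusted p = 0.000360, edgeR) and of −5.02 in mel1-4 (standard error 0.86, adjusted p = 0.00183, edgeR), and without mel1-4 replicate 3 the 2 tags left in mel1-4 give a decrease of 71.5-fold (95% exact binomial counting interval 19.5 to 594). Of the other sites of Fig. 3a, those of 21PHAS15_934(-), 21PHAS16_214(-), 21PHAS82_361(-) and 21PHAS228_228(+) were called lower in both mutants, and those of 21PHAS237_523(+), 21PHAS120_273(+) and 21PHAS1372_206(-) in neither. 21PHAS237_523(+) changed by −2.42 in osrdr6-2 (adjusted p = 0.144, edgeR) and −0.94 in mel1-4 (adjusted p = 0.591, edgeR), and it was called without replicate 3 of either mutant, which left no tags, at least 2.51-fold and 2.18-fold lower against the floor. The calls of 21PHAS16_214(-) and 21PHAS82_361(-) in osrdr6-2 were lost with TMM factors over the sites, and the latter also without any 1 library of 3037. At LOC_Os01g08560.1, the site of 21PHAS1372_206(-) changed by −0.43 in osrdr6-2 (standard error 0.58, adjusted p = 0.544, edgeR), which is less than its error, by −1.02 without osrdr6-2 replicate 2 and by 1.05 with TMM factors over the sites. 21PHAS120_273(+) at LOC_Os08g29669.1 changed by −1.22 in osrdr6-2 (adjusted p = 0.120, edgeR) and by 0.28 with these factors. In mel1-4, 21PHAS1372_206(-) changed by −1.02 (adjusted p = 0.304, edgeR) and 21PHAS120_273(+) by −2.40 (adjusted p = 0.151, edgeR), the latter with no tags and a call without mel1-4 replicate 3, at least 5.15-fold lower against the floor. 21PHAS1470_144(+) in LOC_Os04g56540.1 rose by 1.64 in osrdr6-2 (standard error 0.61, adjusted p = 0.0429, edgeR), a call that was lost without any 1 library of 3037. All 3 mutant libraries lay above all 3 of 3037, which was a condition for naming this site. From the lower tags at most sites, the paper proposes that most cleavage events depend on OsRDR6 and MEL1.

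**Figure D3:**
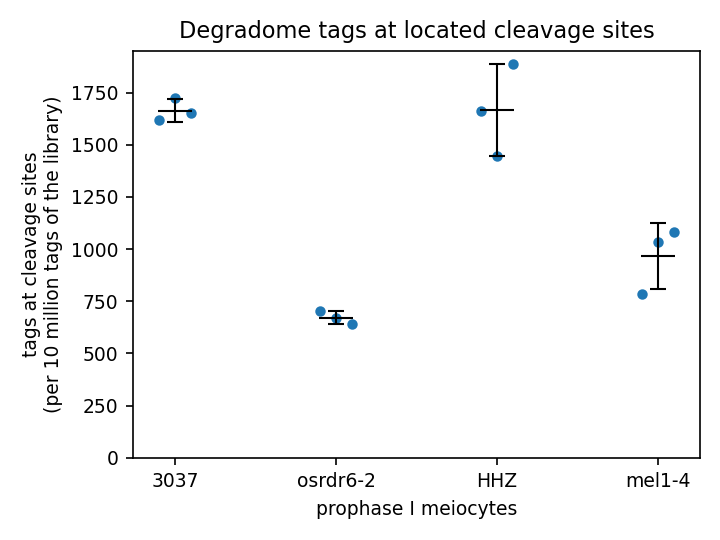
Degradome tags at the 71 located cleavage sites in prophase I meiocytes of 3037, osrdr6-2, HHZ and mel1-4, in RP10M. Points are the 3 libraries of a group, horizontal marks their mean and error bars the SD. The group means are 1663, 671, 1666 and 967.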

To examine whether phasiRNAs mediating target cleavage are more stable than others, we compared the abundances of phasiRNAs with targets with those without targets in prophase I meiocytes of Nipponbare. 

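Of the 1996 listed 21-nt phasiRNAs, 77 have a target in Supplementary Data 5 and 1919 have none there. In early prophase I meiocytes of Nipponbare, the median abundance of phasiRNAs with targets was 20.2, 25.5 and 22.8 RPM in replicates 1, 2 and 3, against 15.7, 16.8 and 18.1 RPM without targets. The ratio of the medians was 1.36 ± 0.143 (SD, n = 3 libraries), with 1.26 as the lowest and 1.52 as the highest. Among phasiRNAs that start with C, a comparison chosen after seeing the data, it was 1.95 ± 0.291 (SD, n = 3), and among the others 0.705 ± 0.0692. No test of the 2 sets was run, since the list is the first part of a longer table.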

The results showed that phasiRNAs with targets were more abundant than others (Supplementary Fig. 11a). PhasiRNAs with targets were decreased to a greater extent than the ones without targets in abundance in the *mel1-4* mutant (Supplementary Fig. 11b). 

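In mel1-4, the median log2 fold change was −1.01 for the 66 tested 21-nt phasiRNAs with targets and −0.61 for the 1526 without, a difference of −0.40. With each library left out in turn, the difference lay between −0.74, without HHZ replicate 2, and −0.37. With phasiRNAs of low counts removed by edgeR's filterByExpr it was −0.96, the largest move among the settings that kept phasiRNAs of every first base. With no minimum count it was −0.30, and both settings were applied to this difference after seeing the data. The mean of log2(RPM + 1) in place of the median gave −0.11. Among phasiRNAs that start with C, a comparison chosen after seeing the data, the medians were −1.73 for 41 phasiRNAs with targets and −2.02 for 828 without, a difference of 0.29 in the other direction, while the means of log2(RPM + 1) differed by −0.13. Among the others, the medians were 1.30 for 25 phasiRNAs with targets and 0.75 for 698 without, a difference of 0.55, and the means differed by 0.42. C is the first base of 62.3% of the listed phasiRNAs with targets and of 52.4% of those without. In 1000 draws of phasiRNAs without targets matched on their abundance in HHZ, 10.7% had a median as low as that of phasiRNAs with targets, and within phasiRNAs that start with C 87.1% had. Because the list is the first part of a longer table, these draws describe the held phasiRNAs only. From their abundance, this decrease and their presence in immunopurified MEL1, the paper proposes that phasiRNAs that mediate cleavage are more stable, presumably through their association with MEL1.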

We also performed analyses using published sRNA-seq data from immunopurified MEL1^16^. We found that 71% of phasiRNAs with targets were MEL1-associated, while a lower percentage (50%) of phasiRNAs without targets were MEL1-associated (Supplementary Fig. 11c). Furthermore, phasiRNAs with targets were more abundant in immunopurified MEL1 (Supplementary Fig. 11d). These findings suggest that phasiRNAs mediating target cleavage are more stable, presumably because of their association with MEL1.

DMC1 is one of the recombinases in eukaryotic cells homologous to *Escherichia* *coli* RecA^38^, with the other being Rad51. *OsDMC1A* (*LOC_Os12g04980*), which acts redundantly with *OsDMC1B* to regulate synapsis in meiosis^39^, was detected to be a target of 21-nt phasiRNA (*21PHAS1857_165*+) (Supplementary Fig. 7, Supplementary Data 5), suggesting that 21-nt phasiRNAs may be directly involved in the regulation of meiotic gene expression. To understand the general role of 21-nt phasiRNAs in germ cell meiosis, we performed Gene Ontology (GO) analysis on 253 protein-coding genes targeted by 21-nt phasiRNAs in early prophase I meiocytes of Nipponbare (Fig. 3c). The result showed that these genes were enriched for carbohydrate biosynthetic and metabolic processes, suggesting that 21-nt phasiRNAs play an important role in regulating carbohydrate biosynthesis and metabolism in rice male meiocytes.

### 21-nt phasiRNAs regulate target gene expression in early prophase I meiocytes

Next, to study the effects of phasiRNAs on gene expression, we performed low-input mRNA sequencing (mRNA-seq) in early prophase I meiocytes collected from *osrdr6-2* and *mel1-4* and their respective wild-type rice plants. Among 253 protein-coding genes targeted by 21-nt phasiRNAs in early prophase I meiocytes of Nipponbare, 33 genes were not detected by mRNA-seq. Among the remaining 220 genes, 23 genes targeted by 24 21-nt phasiRNAs and 22 genes targeted by 22 21-nt phasiRNAs were downregulated in *osrdr6-2* and *mel1-4*, respectively, with a cutoff of ≥1.5-fold change and *q* value ≤ 0.05. 51 genes targeted by 54 21-nt phasiRNAs and 25 genes targeted by 30 21-nt phasiRNAs were upregulated in *osrdr6-2* and *mel1-4*, respectively, with a cutoff of ≥1.5-fold change and *q* value ≤ 0.05. Among them, 11 genes targeted by 13 21-nt phasiRNAs were upregulated in both *osrdr6-2* and *mel1-4* (Fig. 4a-c, Supplementary Data 7). In addition, there are 9 and 23 genes, which showed significant increase but did not have fold changes above 1.5 in *osrdr6-2* and *mel1-4*, respectively (Supplementary Data 7). The percentage of upregulated targets in total phasiRNA targets was significantly higher than that of upregulated genes in all expressed genes. Thus, phasiRNA targets appeared to be enriched among upregulated genes (Supplementary Fig. 12a, b). GO analysis revealed that the derepressed 21-nt phasiRNA targets also showed enrichment for the carbohydrate biosynthetic pathway (Supplementary Fig. 13), further supporting that 21-nt phasiRNAs regulate carbohydrate-related biological processes. Together, our results suggest that 21-nt phasiRNAs regulate gene expression in rice male meiocytes.

**Fig. 4:**
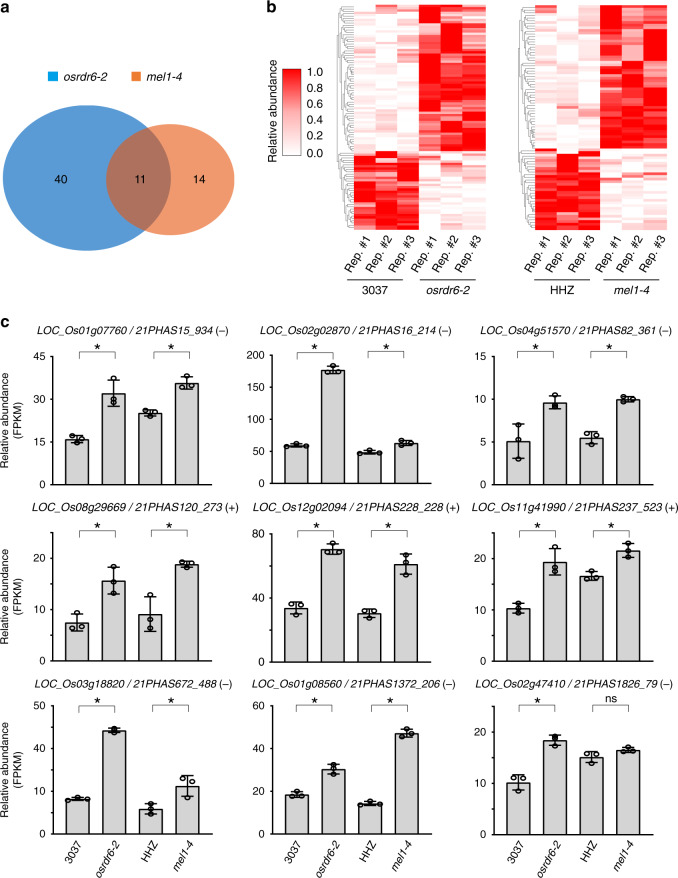
21-nt phasiRNAs regulate target gene expression in early prophase I meiocytes. **a** Venn diagram showing the overlap of upregulated 21-nt phasiRNA targets in early prophase I meiocytes of *osrdr6-2* and *mel1-4*. **b** Heatmap showing the relative expression levels of upregulated and downregulated targets in early prophase I meiocytes of *osrdr6-2* and *mel1-4* and their respective wild-type plants. Colors represent the fractional density across the row of log2-transformed (FPKM+1) values. **c** Relative expression levels of representative upregulated targets as determined by mRNA-seq. The error bars represent standard deviation of three biological replicates. Asterisks indicate significant differences between mutant and the corresponding wild-type plants. *q value ≤0.05. *q* values were calculated by Cuffdiff.

## Discussion

In this study, we find that 21-nt phasiRNAs are extremely abundant in meiocytes at early prophase I, whereas 24-nt phasiRNAs are more abundant in tetrads and microspores (Fig. 1). This shows consistency with the previously defined temporal accumulation pattern of phasiRNAs in anthers^6,10^. 21-nt phasiRNAs in male germ cells show very strong 5′ nucleotide preference for C, coincident with the specific expression of *MEL1* in germ cells^21^. By performing low-input degradome sequencing in purified germ cells, we obtained strong evidence that hundreds of 21-nt phasiRNAs direct cleavage of hundreds of target mRNAs (Fig. 3), like miRNAs. The repertoire of high-confidence phasiRNA targets generated in this study will provide a rich resource for the community to further investigate the biology of phasiRNAs in plants.

It was noticed that in *osrdr6-2* and *mel1-4* mutants, many targets did not show derepressed expression (≥1.5-fold change). There are several reasons that may be the causes of this. First, the *osrdr6-2* mutant is a weak allele. The expression of some targets may not be affected by the *osrdr6-2* mutation. Second, in gene regulatory networks, there are many feedback loops. The genes that are post-transcriptionally derepressed could be transcriptionally repressed to maintain gene expression homeostasis. Third, phasiRNAs may regulate target gene expression using other modes of action including translation repression. Fourth, the importance of these phasiRNAs could lie in their capability to target many genes. They do not necessarily induce high fold-changes of target gene expression.

An miRNA usually can only regulate a single gene or a gene family with several members. Through triggering the production of 21-nt phasiRNAs from over 2000 loci, miR2118 greatly extends its regulatory range. The most enriched GO terms of the target genes are associated with carbohydrate biosynthesis and metabolism (Fig. 3). Interference with carbohydrate production leads to male sterility^40,41^, suggesting that carbohydrate biosynthesis and metabolism are critical for male germ cell development. We thus propose that 21-nt phasiRNAs act as a group to regulate biosynthesis and metabolism of carbohydrates, which serve as nutrients and signaling molecules, to prepare the cells for the progression through meiosis. Interestingly, 21-nt phasiRNAs were also validated to direct cleavage of dozens of TE transcripts (Supplementary Data 5). The biological role of these 21-nt phasiRNA-guided cleavage events remains to be studied. Although we demonstrate that 21-nt phasiRNAs direct target cleavage, we did not find evidence for target mRNA cleavage directed by 24-nt phasiRNAs. It is important to explore whether and how they function to contribute to male germ cell development in the future.

piRNAs are a class of small non-coding RNA specifically expressed in animal cells. phasiRNAs and piRNAs evolved independently, they use different pathways for biogenesis and associate with different effector proteins. However, phasiRNAs are analogous to piRNAs in their enrichment in reproductive organs and involvement in fertility regulation^13,14,42^. piRNAs mediate cleavage of meiotic transcripts derived from protein-coding genes and TEs to regulate spermatogenesis^43^. Here, we demonstrate that phasiRNAs have the same mode of action. Our findings underscore evolutionary conservation of sRNA actions.

## Methods

### Plant materials and growth conditions

Rice seeds of Nipponbare (*japonica*), Zhongxian 3037 (*indica*), Huanghuazhan (*indica*) as well as *osrdr6-2* and *mel1-4* were sterilized with 5% NaClO containing 0.05% Tween-20 for 45 min. The seeds were then germinated and grown in either a paddy field in Changping District, Beijing, China (116.42°, 40.10°) from May to October or in a greenhouse with 40% humidity and daily cycles of 14 h of light at 32 °C and 10 h of dark at 26 °C. Four-week-old seedlings of Nipponbare (*japonica*) were harvested for degradome sequencing using low-input and regular PARE protocols. Tillers of different ecotypes and genotypes at a proper stage were harvested for collection of spikelets and male germ cells. The collected spikelets and male germ cells were used for low-input sRNA sequencing, degradome sequencing and mRNA sequencing.

### Collection of embryos, spikelets, and male germ cells

For examining the dynamic expression of phasiRNAs in rice male germ cells, Nipponbare rice plants were used for collection of embryos, spikelets and male germ cells. Seeds without glumes were sterilized and incubated at 28 °C for 24 h for dissecting and collecting embryos. For collection of pre-meiotic spikelets, panicles that were ~1 cm long were chosen and lower half parts of the panicles were collected. For collection of meiotic spikelets with germ cells at early prophase of meiosis I, tillers whose flag leaf collar was about 8 cm under the collar of the penultimate leaf were chosen and 1.5–2 mm long spikelets were collected. Meiocytes at early prophase I were collected as previously described^44^ with minor modifications. In detail, meiotic spikelets collected above were put on a slide. The anthers were quickly dissected out and collected using dissecting needles. Then one drop of 1× phosphate-buffered saline (PBS) was added. Because germ cells at this stage produce callose, they stick together and form worm-like cell clusters. Gentle pressure was applied to the anthers to allow the separation of worm-like cell clusters from anther walls. After the addition of one drop of 1× PBS, these cells were collected with capillary glass pipettes without taking any somatic cell debris. For rice in Zhongxian 3037 (3037) and Huanghuazhan (HHZ) backgrounds, meiocytes at early prophase I were collected from 3–4 mm long spikelets, which were from tillers with ~5-cm distance between flag leaf collar and penultimate leaf collar. For collection of tetrads and microspores, tillers whose flag leaf collar and penultimate leaf collar aligned were chosen and branches on which spikelets were 4–6 mm long were taken. The top spikelet was discarded and the remaining spikelets were put on a slide according to their developmental orders on a branch^45^. Anthers were dissected out and gentle pressure was applied to allow the release of germ cells. Cells with tetrad shapes were collected as tetrads. Cells released from the next spikelet were usually microspores and were collected after assessment by DAPI staining. The collected germ cells were washed twice with 1× PBS, resuspended in 100 μL of TRIzol and then stored in 0.2 mL LoBind tubes (Axygen, PCR-02-L-C) at −80 °C for future RNA extraction.

### RNA extraction

Total RNA was extracted using TRIzol (Takara, 9109). MgCl_2_ (final concentration: 0.2 M) was added to prevent loss of sRNAs with low GC content^46^. The extracted RNA was stored at −80 °C in LoBind tubes (Eppendorf, 022431021).

### Small RNA sequencing

Libraries for sRNA-seq were constructed as previously described^47^ with minor modifications. In brief, 3′ adaptor, DNA oligonucleotide with 5′ adenylation, was obtained using 5′ DNA Adenylation Kit (NEB, E2601L). Total RNA was ligated to 3′ adaptor using T4 RNA ligase 2, truncated KQ (NEB, M0373L). Following annealing with reverse transcription primer, RNA was ligated to 5′ RNA adaptor using T4 RNA ligase 1 (NEB, M0204L). After reverse transcription and PCR amplification, 135–160-bp products were gel-purified. Libraries were pair-end sequenced on an Illumina HiSeqX-Ten platform by Annoroad Gene Technology (Beijing).

### Small RNA sequencing data analysis

Low-quality reads were removed and 3′ adapter sequences were trimmed using cutadapt2.7. Clean sRNA reads in sizes of 18–30 nt were mapped to the rice reference genome (MSU v7) using bowtie, allowing no mismatches. 21-nt and 24-nt *PHAS* loci were identified and characterized by PhaseTank and Unitas as previously described^48,49^ using all 21-nt and 24-nt genome-matched reads from spikelets and male germ cells. *PHAS* loci identified by both of these two programs were considered as real *PHAS* loci. For examining the dependence of phasiRNA accumulation on MEL1 or OsRDR6, the read counts of each phasiRNA from three biological replicates of wild-type and mutant plants were compared using edgeR^50^. The resulting *P* value was adjusted to estimate false discovery rate (FDR). PhasiRNAs with a ≥2-fold reduction in the mutant and an FDR ≤0.05 were considered to be dependent on OsRDR6 or MEL1.

### Degradome sequencing

The degradome libraries (the regular PARE protocol) were constructed as previously described^32^. In brief, polyadenylated RNAs were purified from total RNA and those containing a 5′ monophosphate were ligated to an RNA adapter with a MmeI recognition site at its 3′-end. After ligation, first-strand cDNA was reversely transcribed using oligo-d(T) primer and then amplified by 7 cycles of PCR. The PCR products were purified and digested with MmeI. The products of the digestive process, a fragment containing the 5′ adapter sequence and 20 bp of gene-specific sequence ligated to the 5′ adapter, were selected based on their sizes and gel-purified. The purified products were ligated to 3′ double-stranded-DNA adapter. The ligation products were gel-purified and amplified by 20 cycles of PCR. The PCR products were gel-purified and sequenced on Illumina HiSeqX-Ten platform by Annoroad Gene Technology (Beijing).

For degradome sequencing using low-input RNA, a low-input protocol was developed based on the regular PARE protocol (Supplementary Fig. 4). In detail, 5′ RNA adaptor (5′-GUUCAGAGUUCUACAGUCCGAC-3′) was first heated at 75 °C for 3 min and then immediately chilled on ice for 2 min. For 5′ RNA adapter ligation, total RNA (3 μL) was added to a solution composed of 1 μL of T4 RNA ligase buffer, 1 μL of 10 mM ATP, 0.5 μL of Ribonuclease inhibitor (Promega, N2511), 0.5 μL of 10 μM treated RNA adaptor, 3 μL of PEG8000 (50% v/v), and 1 μL of T4 RNA ligase 1 and incubated at room temperature for 1 h. Then 1 μL of 10 mM dNTP and 0.5 μL of 10 μM reverse transcription primer Oligo(dT)VN (5′-CGAGCACAGAATTAATACGACT_(30)_VN-3′) were added. After incubating at 75 °C for 5 min and chilling on ice for 2 min, 5 μL of first-strand RT buffer, 5 μL of 5 M betaine (Sigma, 61962), 1.25 μL of 0.1 M DTT, 0.9 μL of 1/6 M MgCl_2_, 0.5 μL of Ribonuclease inhibitor, and 1 μL of SuperScript III reverse transcriptase (Invitrogen, 18080-085) were added for reverse transcription. The condition for reverse transcription was 44 °C for 1 h followed by 15 cycle of 50 °C for 2 min and 44 °C for 2 min. After reverse transcription, the products were purified with 2× AMPure XP beads (v/v). Then the products (20 μL) were pre-amplified using GXL DNA polymerase (Takara, R050A) with 5′ biotin-labeled forward primer F1 (5′-bio-GTTCAGAGTTCTACAGTCCGAC-3′) and reverse primer R1 (5′-CGAGCACAGAATTAATACGACT-3′) in a solution composed of 10 μL of 5× GXL buffer, 4 μL of 2.5 mM dNTP, 1.5 μL of 10 μM F-primer, 1.5 μL of 10 μM R-primer, 2 μL of GXL DNA polymerase, 11 μL of ddH_2_O. The PCR was performed at 98 °C for 2 min followed by 20 cycle of 98 °C for 10 s, 60 °C for 15 s, 68 °C for 3 min and then 68 °C for 5 min. After PCR, 1 μL of Exonuclease I (NEB, M0293L) and 5.7 μL of 10× Exonuclease I buffer were added to the sample and the mixture was incubated at 37 °C for 1 h. Then 19 μL of 4× binding buffer (40 mM Tris-HCl, pH 8.0, 2 mM EDTA, 4 M NaCl) was added and the mixture was incubated with Dynabeads MyOne Streptavidin C1 beads (Invitrogen, 65001) at room temperature for 30 min with rotation. The beads were washed once with 1× TWB buffer (10 mM Tris-HCl, pH 8.0, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween-20 v/v) and 3 times with 1× EBT buffer (10 mM Tris-HCl, pH 8.0, 0.02% Triton X-100 v/v) and then digested with MmeI (NEB, R0637L) in a solution composed of 3 μL of 10× NEB buffer 2, 3 μL of 0.5 mM SAM, 1 μL of rSAP (NEB, M0371L), 2 μL of Mme I and 21 μL of ddH_2_O at 37 °C for 2 h with rotation. The beads were washed once with 1× TWB buffer and 3 times with 1× EBT buffer. The DNA products bound to the beads were ligated to 3′ DNA adaptor in a solution composed of 30 μL of 2× quick ligase reaction buffer, 1 μL of 10 μM adaptor, 1 μL of quick ligase (NEB, M2200L) and 25 μL of ddH_2_O at room temperature for 30 min with rotation. The 3′ DNA adapter was prepared by annealing of two DNA oligos (5′-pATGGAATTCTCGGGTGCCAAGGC-3′ and 5′-GCCTTGGCACCCGAGAATTCCATNN-3′) in 1× annealing buffer (10 mM Tris-HCl pH 7.5, 0.1 mM EDTA, 50 mM NaCl). The beads were washed once with 1× TWB buffer and three times with 1× EBT buffer and resuspended in 30 μL of 0.05% Triton X-100. The samples were incubated at 80 °C for 30 min with rotation to elute the DNA products. Then the DNA products were subjected to final PCR amplification using GXL DNA polymerase and primers F2 (5′-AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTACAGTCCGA-3′) and R2 (5′-CAAGCAGAAGACGGCATACGAGAT-Index-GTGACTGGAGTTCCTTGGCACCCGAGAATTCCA-3′). PCR was performed at 98 °C for 2 min followed by 22 cycle of 98 °C for 10 s, 60 °C for 15 s, 68 °C for 20 s and then 68 °C for 5 min. The final products were resolved on a polyacrylamide gel electrophoresis gel and ~140-bp bands were excised and purified for sequencing on an Illumina HiSeqX-Ten platform by Annoroad Gene Technology (Beijing).

### Degradome sequencing data analysis

All of annotated miRNAs/phasiRNAs were aligned to rice cDNA sequences downloaded from rice genome database (MSU v7) using psRobot_tar (-ts 3.5 –fp 2 –tp 17)^51^. Mispair score was calculated by psRobot using the following rules: (1) mismatches, gaps or bulges incur a penalty of +1; (2) G:U pairs incur a penalty of +0.5; (3) penalty scores outside the core base-paired region (2–17) are reduced by half. Genes (including TEs) that pair with miRNAs/phasiRNAs with mispair scores ≤3.5 were selected as an initial pool of potential miRNA/phasiRNA targets. The 5′-ends of degradome tags derived from miRNA/phasiRNA cleavage fragments should precisely match the 10th nucleotide of miRNA/phasiRNA complementary sites. Such tags were searched in the degradome libraries using psRobot_deg^51^. All hit transcripts are categorized based on the abundance of the diagnostic cleavage tag relative to the overall profile of degradome tags matching the target essentially as previously described^33,52^. Category 4, 1 degradome tag at the cleavage site; Category 3, degradome tags at the cleavage site >1, but ≤ the average number of degradome tags on the transcript; Category 2, degradome tags at the cleavage site >1, above the average but not the maximum on the transcript; Category 1, degradome tags at the cleavage site >1, equal to the maximum on the transcript, but there are >1 sites at maximum value; Category 0, >1 degradome tags, equal to the maximum on the transcript, and there is only 1 site at the maximum value. Category 0 or Category 1 transcripts that have ≥4 degradome tags at the cleavage site, which account for ≥10% of the total degradome tags along the transcript, were annotated as miRNA/phasiRNA targets. Gene ontology enrichment of phasiRNA targets in early prophase I meiocytes was performed by plantGSEA^53^ using all expressed genes in early prophase I meiocytes as a background control.

### mRNA sequencing

Libraries for mRNA-seq were constructed using the Smart2-seq method^54^. In brief, total RNA was used for reverse transcription and cDNA second strand synthesis using SuperScript II reverse transcriptase (Invitrogen,18064-14) and template-switching oligos. After PCR preamplification and purification with AMPure XP beads (Beckman, A63880), the products were subjected to fragmentation and adaptor ligation using TruePrepTM DNA Library Prep Kit (Vazyme, TD503). PCR amplification was then performed with index-containing primers and 300–800-bp products were purified with AMPure XP beads. Libraries were pair-end sequenced on an Illumina HiSeqX-Ten platform by Annoroad Gene Technology (Beijing).

### mRNA sequencing data analysis

Low-quality reads were removed and adapters were trimmed using Trimmomatic (v0.36)^55^. Clean RNA reads were then mapped to the reference genome (MSU v7) with default parameters using TopHat v2.1.1. The expression level of each gene was normalized to fragments per kilobase of transcript per million mapped reads. Differential gene expression analysis was performed using Cuffdiff^56^. Genes with a ≥1.5-fold change and an FDR ≤0.05 were identified as differentially expressed genes.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

Small RNA, degradome, and mRNA sequencing data sets generated in this study can be found in the NCBI Gene Expression Omnibus under accession number GSE149800. A reporting summary for this article is available as a Supplementary Information file. All other data that support the findings of this study are available from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: 21-nt phasiRNAs direct target mRNA cleavage in rice male germ cells
**Source:** Nat Commun. 2020 Oct 15;11:5191. doi: 10.1038/s41467-020-19034-y
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

### **Supplementary Data 1**

**Description:** Sequencing datasets generated in this study

### **Supplementary Data 2**

**Description:** A catalogue of 21- and 24-nt PHAS loci

### **Supplementary Data 3**

**Description:** Abundances of phasiRNAs in embryos, spikelets and germ cells

### **Supplementary Data 4**

**Description:** Abundances of phasiRNAs in early prophase I meiocytes of *osrdr6-2* and *mel1-4* and their respective wild-type plants

### **Supplementary Data 5**

**Description:** 21-nt phasiRNA targets validated by degradome sequencing

### **Supplementary Data 6**

**Description:** Degradome counts at cleavage sites of validated 21-nt phasiRNA targets in *osrdr6-2*, *mel1-4* and their respective wild-type plants

### **Supplementary Data 7**

**Description:** Expression levels of validated 21-nt phasiRNA targets in the early prophase I meiocytes of *osrdr6-2* and *mel1-4* and their respective wild-type plants

How the deposited data were processed for this re-analysis (not part of the article)

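Small RNAs were sequenced in embryos, pre-meiotic spikelets, meiotic spikelets, early prophase I meiocytes, tetrads and microspores of Nipponbare, and in early prophase I meiocytes of osrdr6-2, its wild type 3037, mel1-4 and its wild type HHZ, with 3 libraries each. Degradome libraries cover the prophase I meiocytes, tetrads and microspores of Nipponbare and the prophase I meiocytes of both mutants and both wild types, with 3 replicates each. For small RNAs, the authors deposited the read count of each distinct sequence of 18 to 30 nt after adapter trimming. For degradome tags, the authors deposited the count of each distinct tag of 15 to 22 nt. Neither kind of count was normalized, and the small RNA counts still include reads without a genome match. The depth of each group is given beside its results, and the smallest totals were 5341843 reads for small RNAs and 3699517 tags for the degradome.

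Each sample was grouped by its genotype and stage as labelled, and the mutants were compared with their own wild types only. Reads were assigned to phasiRNAs by identity with the sequences of Supplementary Data 3, and no genome or transcript sequences were used. For 21PHAS loci, 1998 of the 2173 of Supplementary Data 2 were held, and for 24PHAS loci all 195. Because the phasiRNA list is the first part of a longer table, no overlap or enrichment was tested on it. RPM are reads per 1000000 reads of the library.

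Shares and sums per library were compared by exact permutation tests in scipy 1.17.1. Counts of single phasiRNAs and sites were fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, with limma 3.58.1) under R 4.3.3, with total counts as library size, at least 10 counts over the compared libraries, and Benjamini-Hochberg adjustment. DESeq2 1.42.0 served as the other tool. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Fits were tested on simulated counts with known folds, with 200 of the phasiRNAs changed, and for the 69 tested sites with 200 changes over 10 simulated sets. Folds at 1 to 3 counts have an exact binomial counting interval.

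Cleavage sites had been planned to be found in transcript sequences. They were instead located by the counts of Supplementary Data 6, from the first 15 nt of the tags, and this rule was chosen after seeing the data. A floor of 3 counts per library was used where a group had no counts, and ratios of tags at a site had a pseudocount of 0.5 tags.

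Groups, tests, thresholds and most alternatives were set before the data were examined. The alternatives were other scalings, another tool, other minimum counts, the replicate number as a block, other denominators, 16 nt of the tags, other ways to count runs, and leaving out each library in turn. The named items were set by a rule: every locus, phasiRNA and target that the paper names in its text and in Figs. 1d, 1e, 2c, 2d and 3a that could be located, and for each fitted comparison the 2 with the largest decrease and the 2 with the largest increase among those past the threshold and changed the same way in all 3 libraries against all 3. Loci and phasiRNAs of these figures outside the held list were not used.

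Replicate numbers were checked for pairing by the correlation of deviations from the group means. Only the degradome of mel1-4 and HHZ had all same-numbered correlations above 0.1, between 0.12 and 0.15, against −0.11 to −0.04 for other numbers. Deviations from a group mean cancel out, so positive correlations at the same number bring negative ones at other numbers by construction. The correlations are weak and the labels name no shared batch, so a pairing is possible but not shown. TAS3 tasiRNAs, the miR2118 and miR2275 sites, a search with shuffled phasiRNAs and the RNA-seq libraries were not analysed here.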

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

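The tests of explanations in this part were all chosen only after the results were seen.

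A signal that the paper does not describe was an increase of listed 21-nt phasiRNAs in mel1-4, where 284 were higher than in HHZ by edgeR's quasi-likelihood test, all but 19 of them without a first C. With edgeR's TMM factors over sequences outside the lists 340 were higher, with TMM factors over the tested phasiRNAs 441, and with DESeq2's own factors 447. As a sum, the listed 21-nt phasiRNAs that do not start with C rose from 2.22% ± 0.0522 of the reads in HHZ to 4.30% ± 0.0479 in mel1-4 (SD, n = 3 each). A share rises when the phasiRNAs starting with C fall from a fixed total of reads, but relative to reads of neither 21 nor 24 nt these phasiRNAs still rose, with a log2 ratio of 0.57 ± 0.0200 (SD). This argues against the fixed total as the whole cause, as long as the reads of other lengths did not fall themselves. A few very abundant phasiRNAs are also excluded as the whole cause, because over the same reads the median log2 fold change of the 723 tested phasiRNAs without a first C, each counted once, was 0.38, and between 0.36 and 0.43 with each library left out in turn. RNA of other anther or spikelet cells cannot be told apart from an effect of the mutation, since 4.30% in mel1-4 lies above both HHZ and the 2.54% of meiotic spikelets and no library holds those cells alone. Across phasiRNAs, which are not independent replicates, the change in mel1-4 went with the ratio of meiotic spikelets over prophase I meiocytes (Spearman correlation 0.73, and 0.37 within phasiRNAs starting with C and 0.48 within the others). A mutant effect stays open as a hypothesis.

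The same fall of the first C appeared in 21-nt reads outside the held list, with 64.3% ± 0.843 starting with C in HHZ and 23.9% ± 0.300 in mel1-4 (SD, n = 3 each; exact permutation test, two-sided, p = 0.1). For the listed phasiRNAs it fell to 32.5% ± 0.142 in mel1-4. In osrdr6-2 it fell too, from 66.7% ± 0.237 in 3037 to 36.9% ± 0.723 outside the list and from 79.3% ± 0.207 to 59.4% ± 3.10 for the listed phasiRNAs (SD, n = 3 each; exact permutation test, two-sided, p = 0.1 for each). Reads outside the list may be phasiRNAs from the part of the table that was not held, and these cannot be told apart from other 21-nt reads without that part or a genome. No other technical explanation was tested.

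In osrdr6-2, 24-nt reads outside the list rose from 15.1% ± 0.139 of the reads in 3037 to 52.6% ± 2.09 (SD, n = 3 each; exact permutation test, two-sided, p = 0.1). Most of a rise is built in where 21-nt reads fall from a fixed total, yet among reads other than 21 nt the 24-nt share still rose, with a log2 ratio of 0.28 ± 0.0194 (SD), which argues against the fixed total as the whole cause. What the remaining rise consists of, and whether other lengths fell, stays open, and a biological cause was not tested.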

How the results depend on the processing

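Settings that use the reads of neither 21 nor 24 nt, the fold change alone, the first base, the site sums without 1 site or as a median, and the 12 printed counts or runs of sites, the other fits of the target difference and the pairs of site sums were chosen only after the results were seen. Of 274 alternatives of the results at the claims, 216 stayed the same, 50 moved and 8 reversed. Of 593 alternatives of 52 named loci, phasiRNAs and sites, 525 stayed the same, 62 lost their call, 4 gained one and 2 reversed. Except where the setting's construction is named, the cause was not tested.

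Counting each distinct sequence once moved the 21-nt share in prophase I meiocytes to 45.4% and its share starting with C to 45.9%. With mapped reads as the denominator the listed 21-nt share was 15.4%, and the log2 ratio in mel1-4 was −0.57. Over reads of neither 21 nor 24 nt, the log2 ratio of tetrads over prophase I meiocytes reversed to −0.32 for 24-nt phasiRNAs, and that of prophase I meiocytes over tetrads was 3.02 for 21-nt phasiRNAs. In osrdr6-2 it was −3.60 for 21 nt and −1.37 for 24 nt, and in mel1-4 −0.98 for each. No paired analysis was run for shares and locus counts, since the sRNA replicates share only a number.

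TMM factors over the tested phasiRNAs take the median phasiRNA as unchanged, and DESeq2's own factors do so too. They shifted the median log2 fold change by 1.22 and 1.24 in tetrads for 21 nt and by 1.29 and 1.31 for 24 nt, by 2.48 and 2.73 in osrdr6-2 for 21 nt and 2.37 and 2.66 for 24 nt, and in mel1-4 by 0.67 and 0.59 for 21 nt and 0.64 and 0.58 for 24 nt. The factors over sequences outside the lists, all of neither 21 nor 24 nt, shifted it by −1.90 and −1.94 in tetrads, −1.20 and −1.15 in osrdr6-2, and 0.27 and 0.26 in mel1-4.

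For 21-nt phasiRNAs lower in tetrads, TMM over the tested ones gave 56 (12 higher), the outside factors 949, DESeq2 with total reads 602, and its own factors 262 (57 higher). For 24-nt phasiRNAs higher in tetrads these gave 137, 5 (65 lower), 105 and 228. OsRDR6-dependent 21-nt phasiRNAs numbered 288 (216 higher) with TMM over the tested ones and 273 (279 higher) with DESeq2's own factors, against 817 (3 higher). MEL1-dependent ones numbered 367 (441 higher) and 405 (447 higher), against 509 (284 higher). OsRDR6-dependent 24-nt phasiRNAs numbered 12 (96 higher) and 9 (105 higher), and 130 with the outside factors, against 76 (2 higher). MEL1-dependent ones numbered 29 (21 higher) and 41 (19 higher), against 79 (5 higher). By the fold change alone, with the outside factors and without a minimum count, the OsRDR6-dependent numbered 1246, 1431 and 1321 for 21 nt and 152, 234 and 172 for 24 nt. MEL1-dependent 24-nt phasiRNAs numbered 141 by the fold change alone and 174 without a minimum, and 21-nt ones 828 without a minimum.

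With a change of 1.5-fold, 70 loci had at least 90% of their phasiRNAs lower in osrdr6-2. The median log2 ratio of the sites was −2.09 in osrdr6-2 and −3.15 in mel1-4 with a pseudocount of 0.5 tags, against −1.75 and −1.93 with sites at 0 at the floor, and without the site with the most tags the sum in mel1-4 was −1.30. TMM factors over the sites, which take the median site as unchanged, gave 14 sites lower and 7 higher in osrdr6-2, and reversed 21PHAS120_273(+) at LOC_Os08g29669.1 to 0.28 and 21PHAS1372_206(-) at LOC_Os01g08560.1 to 1.05. The abundance of phasiRNAs with targets over those without was 1.95 within those starting with C, and the difference in mel1-4 was 0.29 there, −0.13 there with means, −0.11 with means of all, and −0.96 with filterByExpr.

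With the replicate number as a block, 301 21-nt phasiRNAs were lower and 85 24-nt phasiRNAs higher in tetrads. The block gave 835 and 74 OsRDR6-dependent and 507 and 73 MEL1-dependent phasiRNAs of 21 and 24 nt, 27 sites in osrdr6-2 and 30 in mel1-4, and a difference of −0.61 between phasiRNAs with and without targets in mel1-4. The sRNA replicates of the compared groups share only a number, with correlations from −0.05 to 0.29. In the degradome of mel1-4, where the numbers may pair, 30 sites with the block stand against 31 without it. The site sums differed by a log2 ratio of −1.08 to −0.49 within the 3 pairs of equal number, with a mean of −0.79. The block also took away the osrdr6-2 calls of 21PHAS82_361(-) and 21PHAS1470_144(+), 21PHAS37_466(-) and 24PHAS3_581(+), and that of 21PHAS94_154(+) in microspores.

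With each library left out in turn, the shares in prophase I meiocytes lay between 68.6% and 69.8% for 21 nt, 77.0% and 77.9% for the first C, and 14.0% and 14.4% for the listed phasiRNAs. The log2 ratios lay between 1.17 and 1.29 for 24 nt in tetrads, 1.38 and 1.68 for 21 nt over tetrads, −2.69 and −2.42 for 21 nt and −0.73 and −0.09 for 24 nt in osrdr6-2, and −0.60 and −0.58 for 21 nt and −0.61 and −0.58 for 24 nt in mel1-4. Calls in tetrads lay between 147 and 415 for 21 nt and 33 and 87 for 24 nt. The lowest came without prophase I replicate 1, and without prophase I replicate 2 they were 194 and 39. OsRDR6-dependent phasiRNAs lay between 649 and 1018 for 21 nt and 49 and 140 for 24 nt, with 49 without 3037 replicate 2, 50 without 3037 replicate 3 and 140 without osrdr6-2 replicate 3. MEL1-dependent ones lay between 411 and 550 and between 60 and 96. The 21PHAS loci with at least 90% of their phasiRNAs lower numbered between 34 and 61 in osrdr6-2 and stayed at 0 in mel1-4, a description without a test. The median 24PHAS locus had 71.4% lower without osrdr6-2 replicate 3, against 44.4% with all libraries. Between 65 and 71 sites had at least 4 tags, and 49.2% to 60.6% had them only in prophase I meiocytes. Site sums lay between −1.34 and −1.28 in osrdr6-2 and −0.88 and −0.66 in mel1-4. Called sites lay between 22 and 38 in osrdr6-2, with 22 without 3037 replicate 2 and 23 without 3037 replicate 3, and between 25 and 36 in mel1-4. The ratio of targets lay between 1.27 and 1.41 and their difference in mel1-4 between −0.74, without HHZ replicate 2, and −0.37, with −0.61 without HHZ replicate 3. The call of 21PHAS82_361(-) in osrdr6-2 was lost without any 1 library of 3037, and 21PHAS120_273(+) and 21PHAS237_523(+) were called without replicate 3 of either mutant.

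Depth and spread limit the calls. On simulated counts with 200 changed phasiRNAs, edgeR recovered 21% in osrdr6-2, 71% in mel1-4 and 2% between stages, and DESeq2 46.5%, 86.5% and 21%. The false calls were 0, 5 and 0 by edgeR and 15, 17 and 37 by DESeq2. On 10 simulated sets of the 69 tested sites, with 200 changes over all sets, edgeR recovered 71.5% in osrdr6-2 and 66% in mel1-4. The folds set for sites were larger than those set for phasiRNAs, so the recoveries of the 2 kinds cannot be compared. The real fits of phasiRNAs called more than 200, so the simulated recovery does not measure theirs. Matches to a single place in the genome, registers from the genome, the search with shuffled phasiRNAs, the miR2118 sites and the TAS3 tasiRNAs were not run.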

Differences from the paper's values

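The paper gives 73.4% of 21-nt phasiRNAs as OsRDR6-dependent, and 40.9% of those listed were found here. Listed phasiRNAs with too few reads to test count as not dependent here, and only the first part of the paper's list was held. The paper does not name its scaling of libraries, so the 2 values may rest on unlike settings. Of the alternatives set before the data were examined, TMM factors over sequences outside the lists (54.8%) and leaving out osrdr6-2 replicate 3 (51.0%) come within 1.5-fold of the paper's value and the others do not. A change of at least 2-fold without the adjusted p, a setting chosen after seeing the values, gave 62.4%, 66.2% without a minimum count and 71.7% with the TMM factors over outside sequences.

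For 24-nt phasiRNAs dependent on OsRDR6 the paper gives 57.8%, and the value here was 18.7%. No alternative set before the data were examined comes within 1.5-fold. The fold change alone gave 37.3%, which does not either, while adding the outside TMM factors gave 57.5% and dropping the minimum count 42.3%, all chosen after seeing the values.

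The paper's share of MEL1-dependent 24-nt phasiRNAs is 42.6%, against 19.4% here. No alternative set before the data were examined comes within 1.5-fold. Of the settings chosen after seeing the values, the fold change alone (34.6%) and without a minimum count (42.8%) do, and that with the outside TMM factors (24.1%) does not.

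For 24-nt phasiRNAs dependent on both, the paper's value is 27.0% and the one here 5.90%. No alternative set before the data were examined comes within 1.5-fold, and the fold change alone (19.2%), with the outside TMM factors (19.2%) and without a minimum count (22.1%), chosen after seeing the values, do.

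The paper's mapped degradome reads differ from the totals of the deposited counts in Nipponbare. For prophase I meiocytes the paper lists 26416230 and 38252194 in replicates 2 and 3, and the totals were 63910672 and 64597283. In tetrads the paper lists 39767895, 49898896 and 62376364, against 7008122, 3699517 and 9054431. In microspores the paper lists 48723644 and 33658108 for replicates 1 and 3, against 6895082 and 19145668. No alternative set before the data were examined bears on these totals.

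The paper's printed counts in Supplementary Data 5 give 26.8% of the 71 located sites without tags in tetrads and microspores, and 53.5% had none here. No alternative set before the data were examined comes within 1.5-fold, and neither does leaving out the first runs (47.5%), chosen after seeing the values. The deposited tetrad and microspore counts are smaller than the paper's reads, which could add sites without tags.

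Where the paper describes phasiRNAs of a locus other than the reduced ones as unaltered in mel1-4, 284 of 1996 listed 21-nt phasiRNAs were called higher. The paper describes 24-nt phasiRNAs as less reduced than 21-nt phasiRNAs in both mutants. In mel1-4 the listed shares of both fell by 0.59 on the log2 scale, and the median log2 fold change was −0.89 for 24 nt and −0.62 for 21 nt.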

Other observations

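All tests of explanations in this part were chosen only after the results were seen.

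With 3 libraries against 3, the count of splits cannot fall below 1 of 10, so by itself it cannot exclude chance. Of the 10 splits of the 6 libraries, only 1, the real one, gave as many calls for the OsRDR6-dependent 21-nt and 24-nt phasiRNAs, the MEL1-dependent 21-nt and 24-nt phasiRNAs, the 21-nt and 24-nt phasiRNAs that differ between tetrads and prophase I meiocytes, and the sites with fewer tags in each mutant. In the degradome of mel1-4 and HHZ, where replicate numbers may pair, 4 of the 10 splits part all 3 pairs, and the real one gave the most calls among them.

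The fall of phasiRNAs starting with C in mel1-4 was larger at 21 nt than at 24 nt. For 24-nt phasiRNAs the median log2 fold change of those starting with C minus the others was 0.12, against −2.78 for 21 nt. Weighted by reads, however, the share starting with C among the listed 24-nt phasiRNAs also fell, from 38.7% ± 0.477 in HHZ to 29.7% ± 0.221 in mel1-4 (SD, n = 3 each; log2 ratio −0.38; exact permutation test, two-sided, p = 0.1). In osrdr6-2 the 21-nt phasiRNAs starting with C also fell more than the others, with a difference of medians of −1.53, so a larger fall of these phasiRNAs is not particular to mel1-4. Binding of 21-nt phasiRNAs starting with C by MEL1, which was not measured in these libraries, cannot be told apart from other causes.

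The larger fall of phasiRNAs with targets in mel1-4 cannot be told apart from an effect of their first base. Within phasiRNAs starting with C, those with targets fell less than those without by their medians, with a difference of 0.29, but slightly more by the means of log2(RPM + 1), with a difference of −0.13. Among the others, those with targets were higher by both measures (0.55 and 0.42).

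Tags at a site chosen for having tags in the wild type fall by chance in any other library. Of 200 sets of other 5′ ends with equal wild-type tags, 16 in osrdr6-2 and 81 in mel1-4 had a summed log2 ratio as low as that of the sites, so this choice could explain the summed fall in mel1-4 and a part of the one in osrdr6-2. No set had a median per end as low as the sites (0 sets in osrdr6-2 and 0 in mel1-4), with ends at 0 either at the floor of 3 tags per library or with a pseudocount of 0.5 tags. This argues against the choice by wild-type tags as the whole cause of the median fall. The sets fell too, with a middle value of −1.03 in osrdr6-2 and −0.90 in mel1-4 at the floor, against −1.75 and −1.93 for the sites. Of their ends, 59.6% and 55.0% were at least 2-fold lower, against 78.6% and 69.0% of the sites counted the same way. The choice could thus account for much of the fall.

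The 10 most abundant tags take 92.1% to 94.0% of the tetrad and microspore libraries, against 48.7%, 88.8% and 75.5% in prophase I replicates 1, 2 and 3 with their runs summed. Few tags outside the 10 could leave other ends without tags in tetrads and microspores. Replicate 2 comes nearest to them in this share, but its total is larger than theirs, so it holds more tags outside the 10. Ends of equal prophase I tags lacked tetrad and microspore tags in a median of 38.0% per set, with 28.2% and 49.3% as the lowest and highest of 200 sets, below the 53.5% of the sites, which argues against this as the whole cause. This concerns the tags counted here, since by the paper's printed counts 26.8% of the sites had no such tags.

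Where a phasiRNA and its site were both measured, the site of the phasiRNA with the larger fall did not clearly fall more. Over 16 pairs in mel1-4, Pearson's r was 0.40 (permutation p = 0.132) and Spearman's rho 0.41 (permutation p = 0.120), and r was 0.24 without the 2 farthest pairs. Over 14 pairs in osrdr6-2, r was 0.26 (permutation p = 0.384) and rho 0.22 (permutation p = 0.449). With 2 comparisons of so few pairs, a relation cannot be told apart from none.

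Tags with 10 of the 13 starts of 4 nt that lie within 1 base of GATC were scarce in 9 degradome files of Nipponbare. A start was called scarce where its share was under 10% of its median share in the 12 mutant and wild-type files. An 11th such start, TATC, was under this limit in 5 of the 9 files. Its share was low in all 9, between 0.0190% and 0.0501% against a median of 0.368%. The 10 starts together made up 0.0330% to 0.0637% of the tags there, with at most 20 tags counted per 5′ end, against 3.26% to 3.42% in the 12 mutant and wild-type files. Depth does not explain it, since the largest of these files holds 25750909 tags. A difference between stages is excluded, because the first runs of prophase I have 3.92% to 3.99%, counted the same way, while the second runs are among the 9. Since no start farther from GATC was scarce, a step that removed such reads is a candidate explanation, but such a step cannot be told apart from other causes in these files. Of the located sites, 1 has such a start, and it had no tags in tetrads and microspores.

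The 2 runs of prophase I replicates 2 and 3 differed beyond sampling, with a chi-square per degree of freedom of 39.4 and 22.7. The scarce starts are excluded as the cause, since it was still 22.2 or more without them. Among replicate 1 and the second runs it was at most 1.63, so separate libraries or separate processing of the first and second runs may be involved, which cannot be told apart.

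Values of Supplementary Data 4 followed another order within a locus than its names. By name, the Spearman correlation across 21-nt phasiRNAs between the printed RPM and the counts was 0.25 to 0.46 over 12 libraries, and after ordering by position it was at least 0.886. RPM columns sorted by position beside names sorted by strand are a likely explanation.

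The listed 24-nt phasiRNAs had a lower share in 3037 than in HHZ (log2 ratio −2.55) and Nipponbare (−2.47), and no explanation was tested.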
